# TNF-α Differentially Regulates Cell Cycle Genes in Promyelocytic and Granulocytic HL-60/S4 Cells

**DOI:** 10.1534/g3.119.400361

**Published:** 2019-07-01

**Authors:** Elsie C. Jacobson, Lekha Jain, Mark H. Vickers, Ada L. Olins, Donald E. Olins, Jo K. Perry, Justin M. O’Sullivan

**Keywords:** Cytokine, Cell cycle, Gene regulation, Leukemia, Differentiation

## Abstract

Tumor necrosis factor alpha (TNF-α) is a potent cytokine involved in systemic inflammation and immune modulation. Signaling responses that involve TNF-α are context dependent and capable of stimulating pathways promoting both cell death and survival. TNF-α treatment has been investigated as part of a combined therapy for acute myeloid leukemia due to its modifying effects on all-trans retinoic acid (ATRA) mediated differentiation into granulocytes. To investigate the interaction between cellular differentiation and TNF-α, we performed RNA-sequencing on two forms of the human HL-60/S4 promyelocytic leukemia cell line treated with TNF-α. The ATRA-differentiated granulocytic form of HL-60/S4 cells had an enhanced transcriptional response to TNF-α treatment compared to the undifferentiated promyelocytes. The observed TNF-α responses included differential expression of cell cycle gene sets, which were generally upregulated in TNF-α treated promyelocytes, and downregulated in TNF-α treated granulocytes. This is consistent with TNF-α induced cell cycle repression in granulocytes and cell cycle progression in promyelocytes. Moreover, we found evidence that TNF-α treatment of granulocytes shifts the transcriptome toward that of a macrophage. We conclude that TNF-α treatment promotes a divergent transcriptional program in promyelocytes and granulocytes. TNF-α promotes cell cycle associated gene expression in promyelocytes. In contrast, TNF-α stimulated granulocytes have reduced cell cycle gene expression, and a macrophage-like transcriptional program.

Tumor necrosis factor alpha (TNF-α) is a pro-inflammatory cytotoxic cytokine (Sedger and McDermott 2014) which activates the innate immune response (Mizgerd *et al.* 2001; Striz *et al.* 2014; Francisco *et al.* 2015), induces migration (Smart and Casale 1994; Vieira *et al.* 2009) and promotes pro-inflammatory cytokine production (Shalaby *et al.* 1989; Kagoya *et al.* 2014). Dysregulation of TNF-α can be a factor in autoimmune disease (Chu *et al.* 1991; Palucka *et al.* 2005) and anti-TNF antibodies are used to treat a range of inflammatory disorders (Feldmann 2002; Chowers and Allez 2010; Maxwell *et al.* 2015). Initially investigated as a cancer therapeutic due to its ability to promote apoptotic cell death specifically of tumor cells (Ziegler-Heitbrock *et al.* 1986), systemic TNF-α treatment has failed clinical trials as a solo cancer therapeutic due to unacceptable levels of toxicity (Roberts *et al.* 2011).

TNF-α signaling is complex with numerous and sometimes conflicting responses being modulated by interaction with two cell surface TNF-α receptors, TNFR1 and TNFR2 (Sedger and McDermott 2014). TNF-α binding can have a wide range of effects via activation of signal transduction pathways, including all three groups of mitogen activated kinases (MAPK); extracellular-signal-regulated kinases (ERKs), the cJun NH2-terminal kinases (JNKs), and the p38 MAP kinases (Sabio and Davis 2014), which each have complex regulatory effects on the cellular phenotype (Kim and Choi 2010; Plotnikov *et al.* 2011). TNF-α signaling leads to transcriptional upregulation of pro-inflammatory cytokines including *IL-6* (Shalaby *et al.* 1989) and *TNF* itself (Kagoya *et al.* 2014), resulting in pro-inflammatory feedback loops (Yarilina *et al.* 2008). Notably, TNFR1 and TNFR2 have individual and combinatorial effects on cell death and inflammation (Kalb *et al.* 1996; Rauert *et al.* 2011; Sedger and McDermott 2014). TNFR1 signaling induces pro-apoptotic pathways resulting in caspase activation, and pro-survival Nuclear Factor Kappa B (NFKB) signaling (Ting and Bertrand 2016; Annibaldi and Meier 2018). This results in hematopoietic cells growing in log phase rapidly undergoing apoptosis in response to TNF-α, while quiescent cells in stationary phase re-enter the cell cycle on TNF-α stimulation (Baxter *et al.* 1999). These apparently conflicting TNF-α responses can be explained by temporal and developmental effects that include cell type (Ajibade *et al.* 2013), receptor expression (Baxter *et al.* 1999), priming with cytokines or inflammatory stimuli (Erwig *et al.* 1998; Wang *et al.* 2006), and cell cycle stage (Darzynkiewicz *et al.* 1984).

The HL-60/S4 cell line was derived from an acute promyelocytic leukemia patient (Gallagher *et al.* 1979). These promyelocytic cells can be differentiated into granulocytic or macrophage forms with the addition of all-trans retinoic acid (ATRA) or 12-O-tetradecanoylphorbol-13-acetate (TPA), respectively (Mark Welch *et al.* 2017). Differentiation into the granulocytic form slows cell growth (Mark Welch *et al.* 2017) and ultimately leads to cell death (Ozeki and Shively 2008). This discovery lead to the clinical use of ATRA as a treatment for acute promyeloid leukemia (Su *et al.* 2015). Combined treatment with ATRA and TNF-α enhances differentiation of myelogenous leukemia cells, and therefore has been investigated as a synergistic therapy (Bruserud 2000; Witcher *et al.* 2003). Notably, ATRA-induced differentiation activates components of the TNF-α signaling pathway (Witcher *et al.* 2003).

A previous study demonstrated differential effects of TNF-α treatment on candidate gene expression in HL-60 cells before and after ATRA treatment (Vondrácek *et al.* 2001). Here, we investigate the genome-wide transcriptional response to TNF-α treatment of the promyelocytic and granulocytic forms of HL-60/S4 cells. We identify a conserved inflammatory and apoptotic response to TNF-α treatment in both promyelocytic and granulocytic cells. We also identify opposing effects of TNF-α treatment on the expression of cell cycle genes, supporting cell cycle progression in promyelocytes and cell cycle repression in granulocytes. We propose that the different TNF-α mediated responses arise through sets of genes being responsive to different thresholds of total (endogenous and exogenous) TNF-α levels.

## Materials and Methods

### Cell culture

HL-60/S4 cells (available from ATCC #CCL-3306) were cultured at 37°, 5% CO_2_ in RPMI 1640 (ThermoFisher) supplemented with 10% fetal bovine serum (Moregate Biotech), 1% penicillin/streptomycin (ThermoFisher), 1% GlutaMAX (ThermoFisher) and 2mM CaCl_2_.

As required, cells were differentiated into a granulocytic phenotype with 1 µM all trans retinoic acid (ATRA) dissolved in ethanol (Sigma Aldrich) for four days as previously described (Rowat *et al.* 2013; Mark Welch *et al.* 2017; Jacobson *et al.* 2018b). Cells were centrifuged (200xg, 5 min, room temp.) and suspended (undifferentiated = 1x10^6^ cells/mL; or differentiated = 5x10^5^ cells/mL) in fresh media (with 1µM ATRA for differentiated cells). Nuclear morphology and cell surface receptor changes during differentiation are available from Jacobson *et al.* 2018 (Jacobson *et al.* 2018b). Hi-C and RNA-seq were used to identify translocations and other structural variants specific to HL-60/S4 (Jacobson *et al.* 2018a). Cells from the same seed-lot were used in all studies.

Cells (9 × 10^6^ per flask) were incubated at 37° for 2 hr before addition of 16ng/mL TNF-α or vehicle in triplicate per condition. After 2 hr treatment, cells in each flask were lysed with TRIzol LS (Life Technologies), phase separated with chloroform, and RNA extracted with the Qiagen RNeasy mini kit (Qiagen, 74104). A summary of the conditions in this study, and the public data from Welch 2017 (Mark Welch *et al.* 2017), are shown in table 1.

**Table 1:** Details of HL-60/S4 RNA-seq datasets. Four conditions in triplicate were generated in this study, while three conditions with four replicates were analyzed from Welch *et al.* Cells were undifferentiated (promyelocyte), differentiated with ATRA (granulocyte) or TPA (macrophage). Promyelocytes and granulocytes in this study were treated with TNF-α or vehicle. The library preparation method in this study was ribosomal depletion to sequence all long RNAs, while Welch 2017 (Mark Welch *et al.* 2017) used poly-A enrichment to sequence mRNA only. ‘Reads sequenced’ indicate the total number of paired-end reads generated per library. ‘Reads mapped’ indicate the number of read pairs aligned to the human genome with STAR (Dobin *et al.* 2013). ‘Reads assigned’ indicates the number of mapped reads assigned to genomic features (*e.g.*, protein coding gene, non-coding RNA) with featureCounts (Liao *et al.* 2014).

Data source	Library type	Differentiation agent	Cell type	Treatment	Replicate	Reads sequenced	Reads mapped	Reads assigned
**New data**	Total	None	Promyelocyte	None	1	51,259,672	48,256,979	31,775,702
					2	45,409,486	43,088,708	26,931,181
					3	47,722,497	45,321,199	28,412,920
**New data**	Total	None	Promyelocyte	TNF	1	45,401,741	42,548,543	26,121,834
					2	46,622,711	44,003,082	28,053,460
					3	52,842,736	50,124,478	31,895,061
**New data**	Total	ATRA	Granulocyte	None	1	46,965,601	44,427,313	24,592,785
					2	53,329,425	50,564,062	28,655,822
					3	52,544,954	49,873,305	28,687,969
**New data**	Total	ATRA	Granulocyte	TNF	1	44,130,932	41,753,860	23,800,117
					2	55,591,032	52,524,970	29,318,607
					3	44,662,624	42,149,334	22,829,189
**Welch 2017**	mRNA	None	Promyelocyte	None	1	78,330,794	72,778,198	63,063,700
					2	79,840,457	74,010,895	63,896,640
					3	92,276,843	85,870,266	77,717,651
					4	71,908,445	67,034,452	61,274,376
**Welch 2017**	mRNA	ATRA	Granulocyte	None	1	78,215,359	73,037,649	63,738,330
					2	79,385,831	73,007,606	65,788,452
					3	67,293,855	61,810,327	55,209,128
					4	74,792,543	68,660,444	61,293,657
**Welch 2017**	mRNA	TPA	Macrophage	None	1	78,936,655	72,842,622	63,297,008
					2	75,555,764	69,802,997	59,853,678
					3	75,679,506	69,532,640	63,186,748
					4	70,096,915	65,311,735	59,900,363

Dobin, A., C. A. Davis, F. Schlesinger, J. Drenkow, C. Zaleski *et al.* 2013 STAR: ultrafast universal RNA-seq aligner. Bioinformatics 29: 15–21.

Liao, Y., G. K. Smyth, and W. Shi, 2014 featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics 30: 923–930.

Mark Welch, D. B., A. Jauch, J. Langowski, A. L. Olins, and D. E. Olins, 2017 Transcriptomes reflect the phenotypes of undifferentiated, granulocyte and macrophage forms of HL-60/S4 cells. Nucleus 8: 222–237.

The full experiment was repeated and samples analyzed with RT-qPCR of *TNF*, *CDK1*, and *VCAM1* to validate the RNA-seq results (see section ‘Real-time quantitative PCR’).

### RNA sequencing

Total RNA libraries were prepared by Annoroad Gene Technology Co., Ltd. (Beijing, China) using ribosomal RNA depletion with RiboZero Magnetic Gold Kit (Human/Mouse/Rat) and sequenced on an Illumina Hi-seq X 150PE (150 base pair paired end reads).

### Publicly available RNA-seq

mRNA-seq data of HL-60/S4 cells in three conditions in quadruplet (Mark Welch *et al.* 2017) was downloaded from NCBI (http://www.ncbi.nlm.nih.gov/bioproject/303179). These conditions are: HL-60/S4 (promyelocytes), HL-60/S4 differentiated with ATRA (granulocytes), and HL-60/S4 differentiated with TPA (macrophage-like).

### RNA-seq analysis

Read quality was confirmed using FastQC v0.11.4. Paired end reads were aligned to hg38 and gencode annotations v27 using STAR (Dobin *et al.* 2013) v2.5.3a with default settings. FeatureCounts (Liao *et al.* 2014) v1.5.2 was used to aggregate transcripts for gene-level analysis and quantify the reads with GENCODE (Harrow *et al.* 2012) annotations v27. MultiQC (Ewels *et al.* 2016) was used to summarize FastQC, STAR, and FeatureCounts outputs (Ewels *et al.* 2016). 

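The counts that the authors deposited add up, in all 12 libraries of the TNF-α experiments, to the number of assigned reads that the paper lists for that library. Of the sequenced read pairs, 57.5% to 61.99% were assigned to genes in promyelocyte libraries and 51.1% to 54.6% in granulocyte libraries.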

Mapping statistics are summarized in table 1.

Expressed genes were filtered (default settings) and differentially expressed genes (False discovery rate (FDR) < 0.05) identified in DEseq2 (Love *et al.* 2014) v1.16.1. Gene ontology enrichments were calculated with TopGo (Alexa and Rahnenfuhrer 2016) v2.28.0 using the weight01 algorithm and the Fisher statistic. Categories containing <2 genes were removed, and p values adjusted for FDR. Kegg pathway analysis, GSEA, and enrichment analyses were performed using clusterProfiler (Yu *et al.* 2012). Intersects were displayed with Vennerable, subsets extracted with dplyr (Wikham *et al.* 2018), and plots were generated with ggplot2 (Wikham 2016) in RStudio (RStudio 2016; R Core 2018).

RNA-seq data were also used to check for mycoplasma contamination, as performed in (Olarerin-George and Hogenesch 2015). All libraries were aligned to the genomes of four common mycoplasma species known to contaminate mammalian cell culture: *Mycoplasma hominis* ATCC 23114 (NC_013511.1), *M. hyorhinis* MCLD (NC_017519.1), *Mycoplasma fermentans* M64 (NC_014921.1) and *Acholeplasma laidlawii* PG-8A (NC_010163.1). The fasta genome sequences and genome annotation files were downloaded from NCBI Genome, and genome indices were created with STAR 2.6.0c. Due to their small genome size, the parameter genomeSAindexNbases was adjusted for each genome to the recommended log2(GenomeLength)/2 – 1. Zero reads from any of the 12 libraries aligned to any of the four mycoplasma genomes, confirming that our cultures were free from mycoplasma contamination.

### Real-time quantitative PCR

Total RNA was isolated using TRIzol LS (Life Technologies). RNA was quantified using a NanoDrop spectrophotometer (NanoDrop Technologies). Isolated RNA was DNase I treated (Life Technologies). Single-stranded cDNA was synthesized from 1 µg of RNA using a High capacity cDNA RT kit (Thermofisher # 4368814), according to the manufacturer’s protocol. Real-time quantitative PCR analysis was carried out using predesigned PrimeTime Mini qPCR assays (Integrated DNA Technologies; Supp table 22) on a Lightcycler 480 (Roche). mRNA levels were normalized using reference genes (*GAPDH* and *COX4I1*). Log2 fold changes, standard errors, and confidence intervals were calculated in RStudio (RStudio 2016; R Core 2018) using the delta-delta Ct method (Schmittgen and Livak 2008).

### Data availability

TNF-α treatment RNA-seq data are available on GEO, accession GSE120579. Differentiation RNA-seq data from [30] is publicly available on NCBI, http://www.ncbi.nlm.nih.gov/bioproject/303179. Analysis of processed RNA-seq data are available on github, https://github.com/jacel/TNF_HL60_S4. Supplemental material available at Figshare: https://doi.org/10.25387/g3.8146097.

## Results

In order to investigate transcriptional responses to TNF-α, the promyelocytic cell line HL-60/S4 was differentiated into a granulocytic form by treatment with ATRA for 96 hr, as described previously (Jacobson *et al.* 2018b). Both undifferentiated (promyelocytic) and differentiated (granulocytic) cells were treated with 16ng/mL TNF-α in calcium supplemented media for two hours. 

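The RNA-seq data comprised 12 libraries of HL-60/S4, an established promyelocytic leukemia cell line. Each of the 4 groups (promyelocytes with vehicle, promyelocytes with TNF-α, granulocytes with vehicle and granulocytes with TNF-α) held 3 libraries, each from its own flask. TNF-α was present at 16 ng/mL for 2 h, and ATRA at 1 µM for 96 h. The authors deposited the number of read pairs they counted on each gene, without normalization, and every value given here starts from those counts. Between 22829189 and 31895061 read pairs per library were assigned to genes. The median was 28412920 in vehicle-treated and 28053460 in TNF-α treated promyelocytes, and 28655822 in vehicle-treated and 23800117 in TNF-α treated granulocytes. At this depth a gene with 3 counts stands at 0.0941 to 0.131 CPM (counts scaled to library size by TMM), which was taken as the floor of detection. This floor covers counting error only. Log2 fold changes compare TNF-α with vehicle within a cell type, and a gene was called changed when its adjusted p in edgeR's quasi-likelihood test was under 0.05 (TMM normalization, Benjamini-Hochberg adjustment). An exact permutation of 3 libraries against 3 cannot give a two-sided p below 0.1, so the tests of single genes rest on the variance that edgeR models across genes. The experiment and the cell type cannot be told apart, and only the responses to TNF-α were compared between cell types. A difference between the responses can also stem from the separate experiments. The paper suspended undifferentiated cells at a higher density than differentiated cells, with the same TNF-α concentration.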

TNF-α treatment of promyelocytes and granulocytes were run as independent experiments; as a consequence, analysis of transcriptional changes following differentiation was not appropriate. However, a recently published study investigated transcriptional changes following differentiation of promyelocytic HL-60/S4 cells into granulocytes or macrophages (Mark Welch *et al.* 2017). We reanalyzed this data for use in comparisons with the TNF-α response. All genes in both sets of data that were significantly differentially expressed (False discovery rate adjusted p-value (FDR)<0.05) following differentiation or TNF-α treatment were identified (Supp table 1). In order to assess the reproducibility of our data, a subset of differentially expressed genes (*TNF*, *CDK1*, *VCAM1*) were analyzed by RT-qPCR qPCR in a set of independent samples treated as above *i.e.*, ± 1 µM ATRA and ± 16ng/mL TNF-α (Supp table 2). Consistent with RNA-seq analysis, RT-qPCR demonstrated that TNF-α stimulated promyelocytes and granulocytes have increased levels of *TNF* and *VCAM1*. 

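*TNF* (chromosome 6, from 31575567 to 31578336) encodes the cytokine itself. In promyelocytes its normalized count was 20.2 ± 0.658 CPM with vehicle and 76.1 ± 1.84 with TNF-α (SD, n = 3 libraries). The log2 fold change was 1.91 (standard error 0.0644, edgeR adjusted p = 1.28e-14). In granulocytes the count rose from 14.5 ± 0.271 to 82.1 ± 11.3 CPM, a log2 fold change of 2.50 (standard error 0.0757, edgeR adjusted p = 4.18e-26). *VCAM1* (chromosome 1, from 100719742 to 100739045) encodes an adhesion molecule. It had 0 to 2 counts in the vehicle-treated promyelocyte libraries and 507 to 593 counts with TNF-α. Measured against the floor of 3 counts, *VCAM1* was at least 178-fold higher with TNF-α in promyelocytes (edgeR adjusted p = 1.27e-15). In granulocytes it rose from 0.178 ± 0.0494 to 86.6 ± 1.45 CPM, a log2 fold change of 8.91 (standard error 0.1252, edgeR adjusted p = 8.45e-37) from 4 to 6 counts per vehicle library. Every TNF-α library lay above every vehicle library for both genes in both cell types.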

*CDK1* increases expression in promyelocytes and decreases expression in granulocytes following TNF-α treatment.

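*CDK1* (chromosome 10, from 60778331 to 60794852) encodes a kinase that drives entry into mitosis. In the RNA-seq libraries its log2 fold change was 0.22 in promyelocytes (standard error 0.0655, edgeR adjusted p = 0.0303), from 140 ± 9.35 to 162 ± 11.3 CPM (SD, n = 3). In granulocytes it was -0.20 (standard error 0.0616, edgeR adjusted p = 0.00566), from 110 ± 6.10 to 95.4 ± 11.8 CPM. All TNF-α libraries of promyelocytes lay above all vehicle libraries, while the granulocyte groups overlapped. The difference between the responses was -0.38 on the log2 scale (standard error 0.102, edgeR interaction adjusted p = 0.00652). With the replicate number as a block, the adjusted p was 0.0701 in promyelocytes and 0.0131 in granulocytes. With each library left out in turn, the promyelocyte log2 fold change ranged from 0.16 to 0.27 and passed the threshold in 3 of 6 fits, and the granulocyte log2 fold change ranged from -0.29 to -0.12 and passed it in 5 of 6. With the trends of each library with GC content and gene length removed, a setting chosen after seeing the data, the log2 fold change was 0.06 in promyelocytes (adjusted p = 0.491) and -0.14 in granulocytes (adjusted p = 0.00874), and the difference between the responses was -0.18 (interaction adjusted p = 0.0829).

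**Figure D1:**
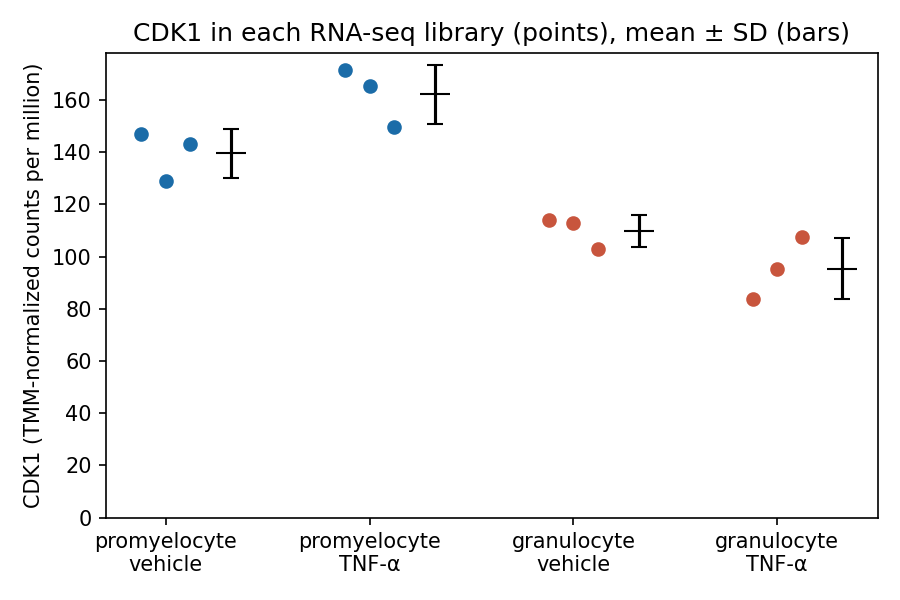
TMM-normalized counts (CPM) of CDK1 (vertical axis) in each of the 12 RNA-seq libraries (points), by cell type and treatment, with the mean and SD of the 3 libraries of each group (bars). The mean goes from 140 to 162 in promyelocytes and from 110 to 95.4 in granulocytes, where the libraries of the vehicle and TNF-α groups overlap.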

### Gene expression changes After TNF-α treatment of promyelocytic and granulocytic cells

RNA-seq libraries were aligned using an ultrafast universal RNA-seq aligner (STAR (Dobin *et al.* 2013)) and assigned to genes with featureCounts (Liao *et al.* 2014). 

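The table of counts covers 58288 annotated genes, and 25605 of them had no read in any of the 12 libraries. Read pairs were assigned to the strand of origin, so a gene and an antisense transcript at the same place were counted apart. Replicate libraries differed more than counting error alone allows: the squared difference between replicates was 3.59 to 14.1 times that expected from sampling, over the 12 pairs of libraries within groups. The biological coefficient of variation that edgeR estimated was 0.0673 in promyelocytes and 0.0487 in granulocytes. Libraries that share a replicate number were not more alike than others once the treatment was accounted for. The mean correlation of their residuals was -0.0845 in promyelocytes and -0.0486 in granulocytes, against 0.0422 and 0.0243 for libraries with different numbers, so replicates were not paired in the test.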

DESeq2 (Love *et al.* 2014) was used to filter out lowly-expressed genes and performing differential expression analysis. 

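In promyelocytes, 16250 genes passed edgeR's expression filter (filterByExpr, with a minimum count of 10) and were tested. DESeq2's own filter left 14110 genes with an adjusted p-value.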

14,420 genes were analyzed for TNF-α dependent differential expression in promyelocytes. 21,305 genes were analyzed for TNF-α dependent differential expression in granulocytes. 

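In granulocytes, 16944 genes passed the same filter, and 21390 genes had an adjusted p-value in DESeq2. Both cell types had 15393 tested genes in common.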

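In promyelocytes, the leading principal component of DESeq2's variance-stabilized counts (500 most variable genes) held 94.3% of the variance. The 3 TNF-α libraries lay between 10.6 and 11.4 on it, and the 3 vehicle libraries between -11.2 and -10.6. In granulocytes it held 99.3%, with the TNF-α libraries between 21.6 and 22.7 and the vehicle libraries between -22.4 and -21.8. With log2 CPM of all tested genes in place of the 500 most variable, the share of the leading component was 52.8% in promyelocytes and 76.0% in granulocytes, and the groups remained apart.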

Principal component analysis of variance stabilized transcripts confirmed clustering by treatment (Supp figure 1).

The promyelocytic and granulocytic forms of HL-60/S4 cells both exhibited strong transcriptional responses to TNF-α treatment (Supp table 1). 

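In promyelocytes, the quasi-likelihood test called 1324 genes increased and 1081 decreased, which is 14.8% of the genes tested. The median log2 fold change was 0.45 among the increased genes and -0.39 among the decreased ones, and 402 genes (316 increased, 86 decreased) changed by at least 1 on the log2 scale. With the replicate number as a block, 1012 genes were increased and 821 decreased. The lowest counts among the alternatives came from a threshold of 0.01 on the adjusted p-value, with 864 genes increased and 574 decreased. DESeq2 called 1275 increased and 928 decreased. Leaving out each library in turn gave 945 to 1315 increased and 653 to 1160 decreased genes.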

In promyelocytes, 1,312 genes were significantly increased and 980 significantly decreased (FDR adjusted p value < 0.05, Figure 1A). TNF-α treatment of granulocytes significantly increased expression of 3809 genes and decreased expression of 3,597 genes (FDR adjusted p value < 0.05, Figure 1B). 

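In the granulocyte libraries, 4135 genes were called increased and 4209 decreased, 49.2% of the genes tested. The median log2 fold change was 0.50 among the increased genes and -0.45 among the decreased ones, and 1746 genes (1029 increased, 717 decreased) changed by at least 1 on the log2 scale. DESeq2 called 3647 increased and 3403 decreased genes. The replicate block gave 3837 increased and 3884 decreased genes, and leaving out each library in turn gave 3734 to 4044 increased and 3639 to 4001 decreased genes, with more increased than decreased genes in each of the 6 fits.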

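The number of changed genes in granulocytes, 8344, was 3.47 times the 2405 in promyelocytes. This ratio stayed between 3.07 and 5.22 when each of the 12 libraries was left out in turn. Over the alternative settings with all libraries it was lowest, 2.60, with all 12 libraries in 1 fit and highest, 4.62, at a threshold of 0.01. It was 3.59 with every library thinned to the smallest total, and 3.09 with the granulocyte counts given the larger spread between replicates of the promyelocytes.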

Notably, the granulocytic form had more than three times the number of significantly differentially expressed genes (Figure 1C). Despite this, there was significant overlap in the TNF-α dependent transcriptional response between the granulocytic and promyelocytic cells (2.5-fold more than expected by chance, *P* < 1x10^−5^, bootstrapping). 

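Of the 15393 genes tested in both cell types, 1801 were changed in both, where random draws of gene labels gave a mean expectation of 1175, a ratio of 1.53. None of 100000 random draws shared as many genes, and the largest shared 1270. The ratio moved between settings that change the set of genes drawn from, the calls or both. It was 2.32 without the expression filter, 1.65 with DESeq2 and 1.97 at an adjusted p-value threshold of 0.01.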

The TNF-α treatment resulted in more genes being upregulated than downregulated in both the promyelocytic and granulocytic forms of the HL-60/S4 cells (*P* < 2x10^−16^ and *P* = 5x10^−4^, respectively; 2-sample test for equality of proportions).

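Increased genes were 55.1% of the changed genes in promyelocytes and 49.6% in granulocytes. A test of proportions with the genes tested as the denominator gave p = 2.93e-07 in promyelocytes (n = 16250 genes). In granulocytes it gave p = 0.357 (test of proportions, n = 16944 genes). The paper names a test of proportions but not its denominator, so these p-values cannot be set against its own. DESeq2 called 2203 genes in promyelocytes, 57.9% of them increased (test of proportions, n = 14110 genes, p = 1.62e-14). In granulocytes it called 7050 genes, 51.7% of them increased (test of proportions, n = 21390 genes, p = 0.00154). Here n is the number of genes with an adjusted p-value in DESeq2. With DESeq2's size factors in the edgeR fit, the shares were 56.0% and 50.3%. They were 46.6% and 51.7% with all 12 libraries in 1 fit, and 48.8% and 42.6% with GC content and length trends removed. Both of these settings also move the centre of the fold changes, which moves the shares. Genes are not independent replicates, so these p-values treat co-regulated genes as separate observations.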

**Figure 1:**
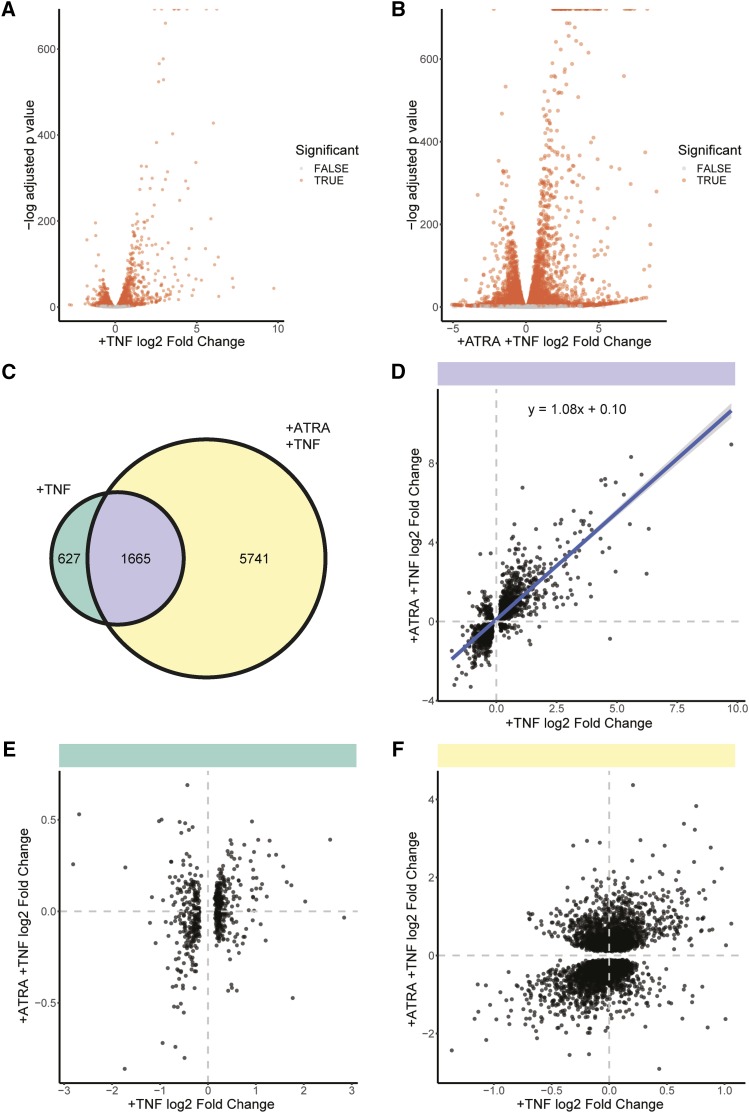
Transcriptional changes in promyelocytic and granulocytic (+ATRA) forms of HL-60/S4 following two hours of TNF-α treatment (+TNF). A) The Log_2_ fold change (log2FC) and adjusted p values of all analyzed genes in promyelocytes with and without TNF-α treatment. B) The log2FC and adjusted p values of all analyzed genes in granulocytes with and without TNF-α treatment. C) There is a shared and unique transcriptional response to TNF-α treatment of HL-60/S4 promyelocytes and granulocytes. D) The log2FC of genes that were significantly differentially expressed in both HL-60/S4 and HL-60/S4+ATRA cells were positively correlated (R^2^ = 0.65). However, there was a small subset of genes that were anticorrelated. E) The log2FC of genes that were only differentially expressed in HL-60/S4 cells did not correlate between HL-60/S4 and HL-60/S4+ATRA after TNF-α treatment (R^2^ = 0.04). F) The log2FC of genes that were only differentially expressed in HL-60/S4+ATRA cells did not correlate between HL-60/S4 and HL-60/S4+ATRA after TNF-α treatment (R^2^ = 0.15).

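Across the 1801 genes changed in both cell types, the log2 fold changes in promyelocytes and granulocytes had a squared Pearson correlation of 0.694 (r = 0.833, Spearman's rho = 0.816). None of 100000 permutations of the genes gave a correlation as strong (p = 1e-05, the smallest they can give). These are correlations across genes, which are not independent replicates. Leaving out each library in turn moved the squared correlation between 0.661 and 0.712.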

Genes that were significantly differentially expressed after TNF-α treatment in both the promyelocytic and granulocytic forms of HL-60/S4 cells exhibited strongly correlated log2 fold changes (*P* < 2x10^−16^, R^2^ = 0.65). 

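A sign differing between cell types was found for 184 of the genes changed in both, and 1617 changed in the same direction. Of the 184 genes, 71 were increased in promyelocytes and decreased in granulocytes, and 113 the reverse.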

There was a small subset of differentially expressed genes that exhibited changes in opposite directions in promyelocytes and granulocytes (Figure 1D). 

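The least-squares slope of the granulocyte on the promyelocyte log2 fold change was 1.15 for genes changed in both cell types (standard error 0.0180 across genes, and 0.0564 by a jackknife over the 12 libraries). Over the 1617 genes changed in the same direction only, the slope was 1.22. The lowest slope was 1.07 among the alternative settings that keep all libraries, without the expression filter, and 1.04 when a library was left out.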

Notably, the effect sizes of conserved gene expression changes were similar, with a slope of 1.08. If the observed differences in the numbers of differentially expressed (DE) genes were due to a different magnitude of effect, we would expect to see a correlation in fold change between genes that were differentially expressed in one cell type but not the other. However, the fold change of non-conserved genes did not strongly correlate between cell types (Figure 1E & F, R^2^ = 0.038, R^2^ = 0.15).

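Among the 535 genes changed only in promyelocytes and tested in both cell types, the squared correlation of the log2 fold changes was 0.0801, and 325 of them (60.7%) had the same sign in both. Leaving out each library in turn moved this squared correlation between 0.0293 and 0.113. Among the 5943 genes changed only in granulocytes and tested in both, it was 0.153, and 60.9% had the same sign. Both correlations were stronger than in any of 100000 permutations of the genes. These values include the measurement error of the cell type in which the genes were not called: the reliability of the log2 fold change there was 0.368 for the promyelocyte-only genes and 0.331 for the granulocyte-only genes.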

Collectively these results suggest that the difference in TNF-α responses is not simply due to granulocytic cells showing enhanced regulation of a conserved set of genes, resulting in a greater number that are significantly differentially expressed. Instead, additional sets of genes are changing transcriptional activity in TNF-α treated granulocytes.

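The difference between the responses of the cell types was tested for each gene as an interaction between cell type and treatment in an edgeR fit of all 12 libraries. Of 18124 genes tested, 4351 had an adjusted p under 0.05. These included 2975 of the 6543 genes changed in granulocytes only and 245 of the 604 changed in promyelocytes only, so for the remaining cell type-specific genes the responses were not shown to differ. Among the 1617 genes changed in the same direction in both cell types, 709 differed in the size of the change.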

### Functional analysis of the TNF-α response in promyelocytes and granulocytes

Functional analysis of gene sets is affected by the available gene function information, and the method of enrichment analysis (Huang *et al.* 2009). Therefore, we used multiple annotation sources (*i.e.*, Molecular Signatures Database (MSigDB) hallmark gene sets (Liberzon *et al.* 2015), gene ontology (GO) (Alexa and Rahnenfuhrer 2016), and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (Ogata *et al.* 1999)) to interrogate the TNF-α response in HL-60/S4 cells and identify robust enrichment results.

#### Gene set enrichment analysis of promyelocytes and granulocytes treated With TNF:

We first interrogated the global gene expression changes that occurred in the two different cell types after TNF-α treatment. Gene set enrichment analysis (GSEA) is a method that allows analysis of an entire differential expression dataset without using arbitrary significance thresholds (Subramanian *et al.* 2005). Instead, the entire dataset is ranked by log2 fold change, and terms are considered enriched if they are overrepresented at the top or bottom of the ranked list. This approach allows for a differentiation between functional categories of genes that are upregulated or downregulated after treatment (Mootha *et al.* 2003), and provides an overview of transcriptional changes.

We performed GSEA of hallmark gene sets (Supp table 3). 

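Lists of genes were tested with limma's camera on the edgeR fit, comparing the test statistics of the genes in a list with those of all other genes. The shifts are given on log2 fold changes, so a shift and its p-value describe different quantities. For WNT genes in granulocytes, camera's direction was up while the shift was -0.19. The 14 lists were 12 written by hand before the data were examined and the S-phase and G2/M-phase lists of the R package Seurat. They are not the MSigDB sets of the paper. In promyelocytes, 4 lists were shifted upward. The list of NFKB targets lay 2.95 above the other genes on the log2 scale, with 32 of 33 genes increased. Apoptosis genes lay 0.46 above (adjusted p = 1.24e-12, limma camera), interferon response genes 0.43 above (adjusted p = 3.43e-04) and p53 targets 0.37 above (adjusted p = 3.43e-04). In granulocytes, NFKB targets lay 3.73 above the other genes (33 of 34 increased, limma camera adjusted p = 1.92e-247), apoptosis genes 0.66 above (adjusted p = 1.74e-08) and p53 targets 0.67 above (adjusted p = 6.52e-05). Interferon response genes lay 0.37 above, with 10 increased and 8 decreased (adjusted p = 0.303, with a range of 0.00467 to 0.304 over the other tests and settings, past the threshold in 2 of 5). Other groupings of the same 6 libraries, each of which still sets 2 TNF-α libraries against 1, put 1 to 7 lists past the threshold in promyelocytes and 1 to 6 in granulocytes. Part of the response remains in such groupings, so these counts do not show what would arise without a response.

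**Figure D2:**
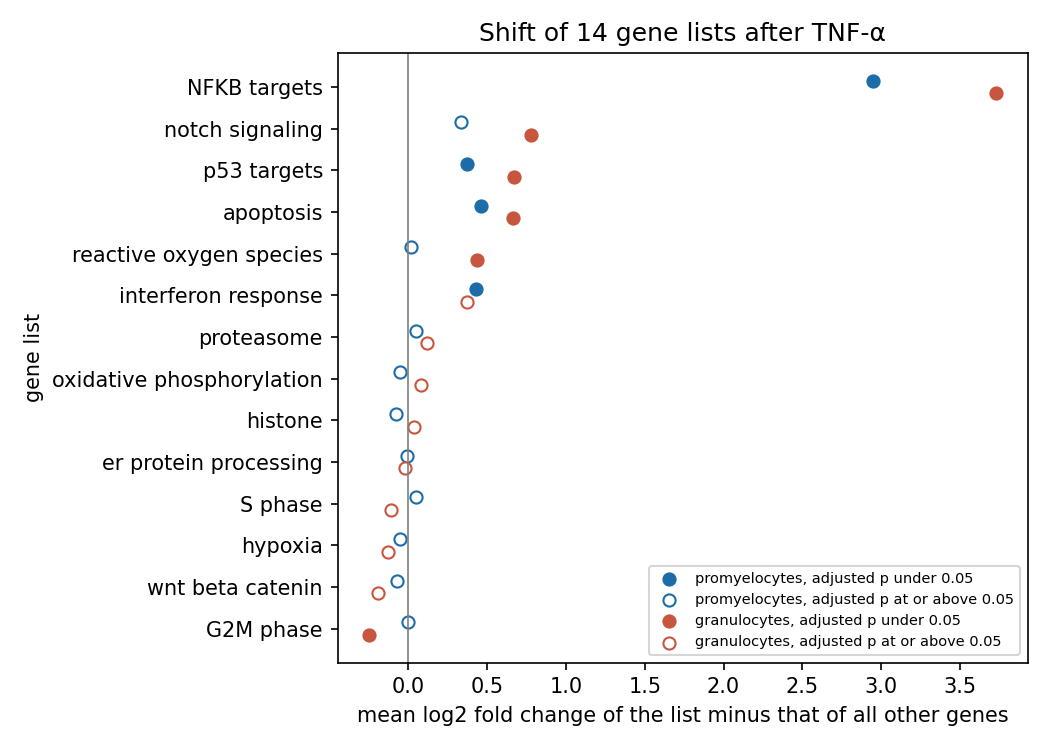
Shift of each of the 14 gene lists (vertical axis) after TNF-α, as the mean log2 fold change of the list minus that of all other genes tested (horizontal axis), in promyelocytes (blue) and granulocytes (red). Filled points have an adjusted p under 0.05 in limma's camera; NFKB targets stand apart at 2.95 and 3.73.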

We found a strong upregulation response to TNF-α, in both the promyelocytic and granulocytic forms of the HL-60/S4 cells, that was characterized by immune and cell death pathways (Figure 2). However, the granulocytic genes that were upregulated were also enriched for terms that included notch signaling and hypoxia. 

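A hand-written list of notch signaling genes was shifted by 0.78 in granulocytes (9 of 16 increased, limma camera adjusted p = 0.0301) and by 0.34 in promyelocytes (3 of 15 increased, adjusted p = 0.346, with a range of 0.00248 to 0.329 over the other tests and settings). The difference between the cell types in this list was not past the threshold (adjusted p = 0.299, with a range of 0.0256 to 0.285 over the other tests and settings, past it in 3 of 5). The granulocyte shift had an adjusted p of 0.0911 with GC content and length trends removed, and the difference one of 0.868. A list of hypoxia genes was shifted by -0.13 in granulocytes, with 7 of 23 genes increased and 13 decreased (adjusted p = 0.304, with a range of 0.0122 to 0.962 over the other tests and settings), and by -0.05 in promyelocytes (adjusted p = 0.894).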

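A hand-written list of WNT and beta-catenin signaling genes was shifted by -0.07 in promyelocytes, with 1 of 15 genes increased and 1 decreased (limma camera adjusted p = 0.780). In granulocytes the shift was -0.19 (6 of 16 increased, 5 decreased, adjusted p = 0.765).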

Transcripts associated with WNT and beta-catenin signaling were downregulated in promyelocytes (Figure 2).

**Figure 2:**
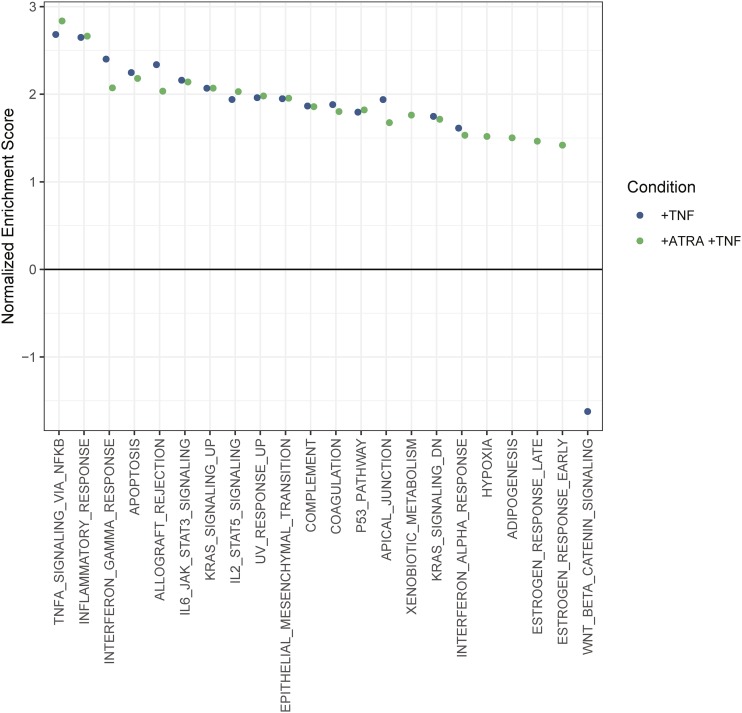
Transcriptional changes in promyelocytes and granulocytes (+ATRA) treated with TNF (+TNF). Gene set enrichment analysis (GSEA) of genes represented in the MSigDB Hallmark gene sets [1]. All represented genes were ranked by log2FC, with no significance cutoff. The x axis shows significantly enriched gene sets (FDR < 0.05). The normalized enrichment score (y axis) indicates whether a given gene set was overrepresented for transcripts that exhibited large fold changes. Predicted gene sets (*e.g.*, TNFA signaling via NFKB, p53 pathway, and IFNγ response) were enriched in both conditions. No gene sets were enriched in promyelocytes but not granulocytes. Six gene sets (adipogenesis, estrogen response early and late, hypoxia, IFNα response, and xenobiotic metabolism) were enriched in granulocytes, but not promyelocytes.

As observed in the differentially expressed genes, GSEA showed a strong conserved response with notable divergences between TNF-α stimulated promyelocytes and granulocytes.

#### Functional analysis of conserved, cell type-specific, and opposite TNF-α responses:

In order to further investigate the similarities and differences in the TNF-α response, we grouped the list of analyzed genes based on the direction and significance of the expression change in each cell type. Genes that were differentially expressed following TNF-α treatment were divided into four groups according to the nature of the correlation between the promyelocytic and granulocytic responses: 1) conserved; 2) promyelocyte-specific; 3) granulocyte-specific; and 3) opposite responses (Supp table 1). The first group represents the conserved response, *i.e.*, the genes were significantly differentially expressed in the same direction in both promyelocytic and granulocytic forms of the HL-60/S4 cells. The next two groups represent cell type-specific responses – *i.e.*, genes that were only differentially expressed in either promyelocytes or granulocytes in response to TNF-α treatment. The final group is comprised of the 157 genes that were significantly upregulated in the first cell type and significantly downregulated in the other cell type, or *vice versa*.

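With the calls from edgeR, 1617 genes fell in the conserved group, 604 in the promyelocyte-specific group, 6543 in the granulocyte-specific group and 184 in the opposite group. All 184 genes of the opposite group had an interaction adjusted p under 0.05. They were selected for opposite changes in the same libraries, so this outcome was nearly fixed in advance. The number of opposite genes moved most at an adjusted p-value threshold of 0.01, which left 74, and it was 119 with the replicate number as a block and 104 to 252 when each library was left out. With GC content and length trends removed, 183 genes were of opposite sign, and 116 of them were among the 184.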

Having identified groups of genes that change in a conserved, cell-type specific, and opposite manner, we performed functional enrichment analyses to further investigate the responses to TNF-α in promyelocytes and granulocytes.

##### A conserved TNF-α response:

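Among the 1617 conserved genes, 953 were increased and 664 decreased, a ratio of 1.44 (exact binomial test against equal numbers, p = 6.93e-13). The ratio ranged from 1.15 to 1.85 over the alternative settings that keep all libraries, and from 1.41 to 1.88 when each library was left out. With GC content and length trends removed, it was 1.02 (exact binomial p = 0.651). That setting also re-centres each library. The median log2 fold change of the genes tested moved from -0.0094 to -0.0276 in promyelocytes and from -0.0047 to -0.0606 in granulocytes. The fall in the ratio therefore cannot be credited to GC content and length alone.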

Genes that exhibited significant changes in the same direction in response to TNF-α treatment in both promyelocytic and granulocytic forms of the HL-60/S4 cells were more frequently upregulated than downregulated (∼3:1). 

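Among the promyelocyte-specific genes, 300 were increased and 304 decreased, a ratio of 0.987 (exact binomial test, p = 0.903). Among the granulocyte-specific genes, 3069 were increased and 3474 decreased, a ratio of 0.883 (exact binomial test, p = 5.85e-07). The promyelocyte-specific ratio lay on either side of 1 depending on the setting, from 0.623 with all 12 libraries in 1 fit to 1.14 with DESeq2.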

Notably, this trend was not maintained for cell type-specific gene expression changes (promyelocyte-specific ∼1.2:1, granulocyte-specific ∼0.9:1). 

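Over-representation in the conserved group was tested with Fisher's exact test (one-sided) among the 15393 genes tested in both cell types. Of the 33 NFKB targets, 31 were in the conserved group, all of them increased, where 3.47 would be expected by chance (adjusted p = 2.13e-27). Of 28 apoptosis genes, 11 were conserved (Fisher's exact test, adjusted p = 4.58e-04), and of 21 p53 targets, 8 (Fisher's exact test, adjusted p = 0.00394). Of 27 interferon response genes, 7 were conserved and increased, and the adjusted p was 0.0657. The remaining 10 lists were not past the threshold.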

There were nine enriched MSigDB hallmark gene sets (Liberzon *et al.* 2015) in the conserved response gene set (Figure 3A, Supp table 4), all of which are associated with well described effects of TNF-α stimulation; cytokine signaling, inflammation, and apoptosis. This was broadly consistent with the results of GSEA (Figure 2). The top three enriched pathways within KEGG were: NFKB Signaling, NOD-like receptor signaling, and TNF-α signaling pathways (Supp table 5). The top 10 enriched GO terms included interferon-gamma (IFNγ)-mediated signaling pathway, inflammatory response, and positive regulation of I-kappaB kinase/NFKB signaling (Supp table 6).

**Figure 3:**
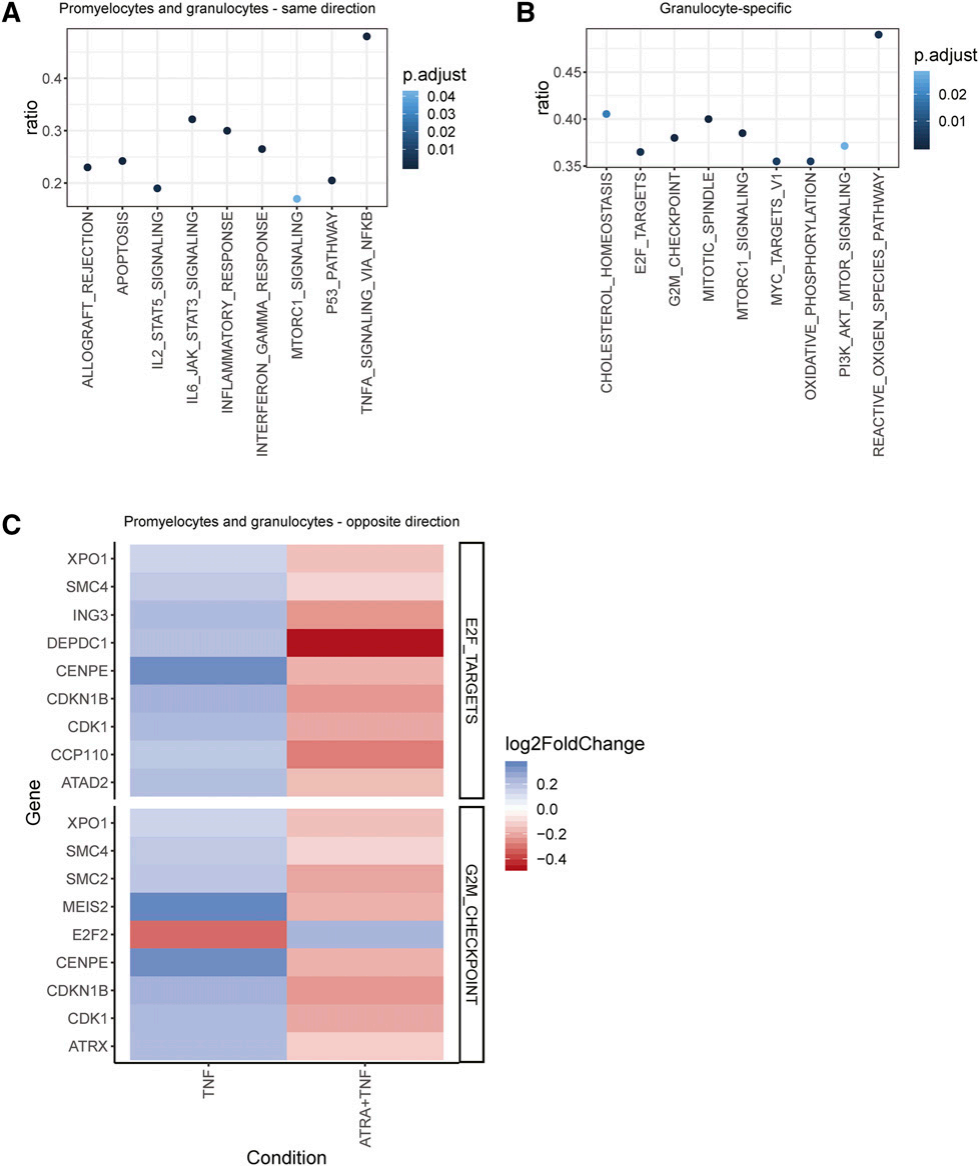
Gene set overrepresentation in differential expression subsets of TNF-α (+TNF) treated promyelocytes and granulocytes (+ATRA). A) Genes that were significantly differentially expressed in the same direction after TNF-α treatment were overrepresented in several gene sets canonically associated with TNF-α response. B) Genes that were only significantly differentially expressed in granulocytes were overrepresented in 9 gene sets, including 4 cell cycle associated gene sets. They were also overrepresented in the reactive oxygen species pathway, a neutrophilic response to TNF-α. C) Genes that were significantly differentially expressed in opposite directions were overrepresented in two cell-cycle associated gene sets. All differentially expressed hallmark G2M checkpoint genes were upregulated in promyelocytes, and downregulated in granulocytes cells, with the exception of E2F2, a transcription factor that promotes quiescence by binding to promoters and transcriptionally repressing cell cycle genes [2]. All differentially expressed E2F target genes were upregulated in promyelocytes, and downregulated in granulocytes.

In summary, using three different annotation databases and four different analysis approaches, we have shown that TNF-α treatment of both promyelocytic and granulocytic forms of HL-60/S4 cells induces a transcription profile associated with inflammatory responses and NFKB signaling.

##### Granulocyte-specific TNF-α responses:

The cell type-specific promyelocytic DE genes had no significant enrichments of MSigDB gene sets, KEGG pathways, or GO terms. 

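None of the 14 gene lists was over-represented among the promyelocyte-specific genes in Fisher's exact test, and none had an unadjusted p under 0.05. For the G2/M-phase list, 0 of 52 genes fell in this group, where 1.81 would be expected.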

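Among the granulocyte-specific genes, 28 of 52 G2/M-phase genes were found against 20.1 expected, 26 of them decreased (one-sided Fisher's exact test, p = 0.0182, adjusted p = 0.0931). Of 35 genes of protein processing in the endoplasmic reticulum, 20 were found against 13.5 expected, 11 of them increased and 9 decreased (Fisher's exact test, p = 0.01995, adjusted p = 0.0931). Of 23 hypoxia genes, 15 were found against 8.88 expected, 10 of them decreased (Fisher's exact test, p = 0.00880, adjusted p = 0.0931). Proteasome genes had 20 of 37 in this group, 19 of them increased (Fisher's exact test, p = 0.0405, adjusted p = 0.142). The oxidative phosphorylation list had 30 of 76 genes, close to the 29.3 expected.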

Cell type-specific granulocytic DE genes were enriched for MSigDB sets related to cell cycle and energetics (Figure 3B, Supp table 7). The top five enriched KEGG pathways included Cell Cycle, Protein processing in endoplasmic reticulum, and Cellular senescence (Supp table 8). The six enriched GO terms included cell division, G2/M transition of mitotic cell cycle, protein poly- and de-ubiquitination, and neutrophil degranulation (Supp table 9). Thus, granulocytes, but not promyelocytes, exhibited transcriptional changes in genes involved in cell cycle and protein processing in response to TNF-α treatment.

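Over the whole of each list, G2/M-phase genes were shifted by -0.25 on the log2 scale in granulocytes, with 34 of 52 genes decreased and 4 increased (limma camera adjusted p = 0.00198). In promyelocytes 6 were increased and 4 decreased (adjusted p = 0.976). The difference between the cell types was -0.24 (limma camera adjusted p = 3.17e-05, and 7.19e-05 with the replicate number as a block). With GC content and length trends removed, the difference was -0.14 (adjusted p = 4.57e-04). The same test on DESeq2's log2 fold changes alone (cameraPR) gave an adjusted p of 0.121 for the difference and 0.239 for the shift in granulocytes. S-phase genes differed between the cell types by -0.15 (adjusted p = 0.0316, 0.0610 with GC content and length trends removed, and 0.363 with cameraPR), with 7 increased and 16 decreased of 43 in granulocytes. Genes of protein processing in the endoplasmic reticulum were shifted by -0.02 in granulocytes (12 of 35 increased, 10 decreased, adjusted p = 0.980).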

##### Opposite TNF-α responses in promyelocytes and granulocytes:

Genes that were significantly differentially expressed in opposite directions in promyelocytes and granulocytes were enriched for G2M checkpoint and E2F targets within the MSigDB database (Figure 3C, Supp table 10). 

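Among the 184 genes of the opposite group, 4 were on the list of 52 G2/M-phase genes where 0.622 would be expected (one-sided Fisher's exact test, adjusted p = 0.0479). All of these were decreased in granulocytes. No other list was past the threshold in this group.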

Differentially expressed genes in these sets were upregulated in promyelocytes and downregulated in granulocytes, with the exception of *E2F2*. 

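The 13 genes shown in Figure 3C had log2 fold changes of opposite sign in the cell types, and the interaction was past the threshold for all 13. In promyelocytes 11 were called increased and *E2F2* decreased (log2 fold change -0.31, edgeR adjusted p = 0.00157), while *XPO1* was not past the threshold (log2 fold change 0.14, adjusted p = 0.0954). In granulocytes 12 were decreased and *E2F2* increased (log2 fold change 0.23, adjusted p = 0.00132). The changes were small, the largest being 0.36 for *MEIS2* in promyelocytes and -0.48 for *DEPDC1* in granulocytes. Adjusted over the 13 genes alone, all passed in promyelocytes, but these genes are the paper's own calls on the same data. In promyelocytes, 3 genes were called increased with the replicate number as a block, and 2 in all 6 fits that each left out a library. In granulocytes, these settings left 10 and 7 genes called decreased. With GC content and length trends removed, 3 genes were called increased in promyelocytes (*CENPE*, *CDKN1B* and *MEIS2*) and 10 decreased in granulocytes. *E2F2* was then not called increased in granulocytes (log2 fold change 0.11, edgeR adjusted p = 0.0591). The setting also lowers the centre of the granulocyte fold changes, so GC content and length alone cannot be credited with this. The interaction remained past the threshold for 10 of the 13, all but *SMC4*, *CDK1* and *ATRX*. The GC content of the 13 genes had a median of 38.1%, against 47.9% over all genes tested.

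**Figure D3:**
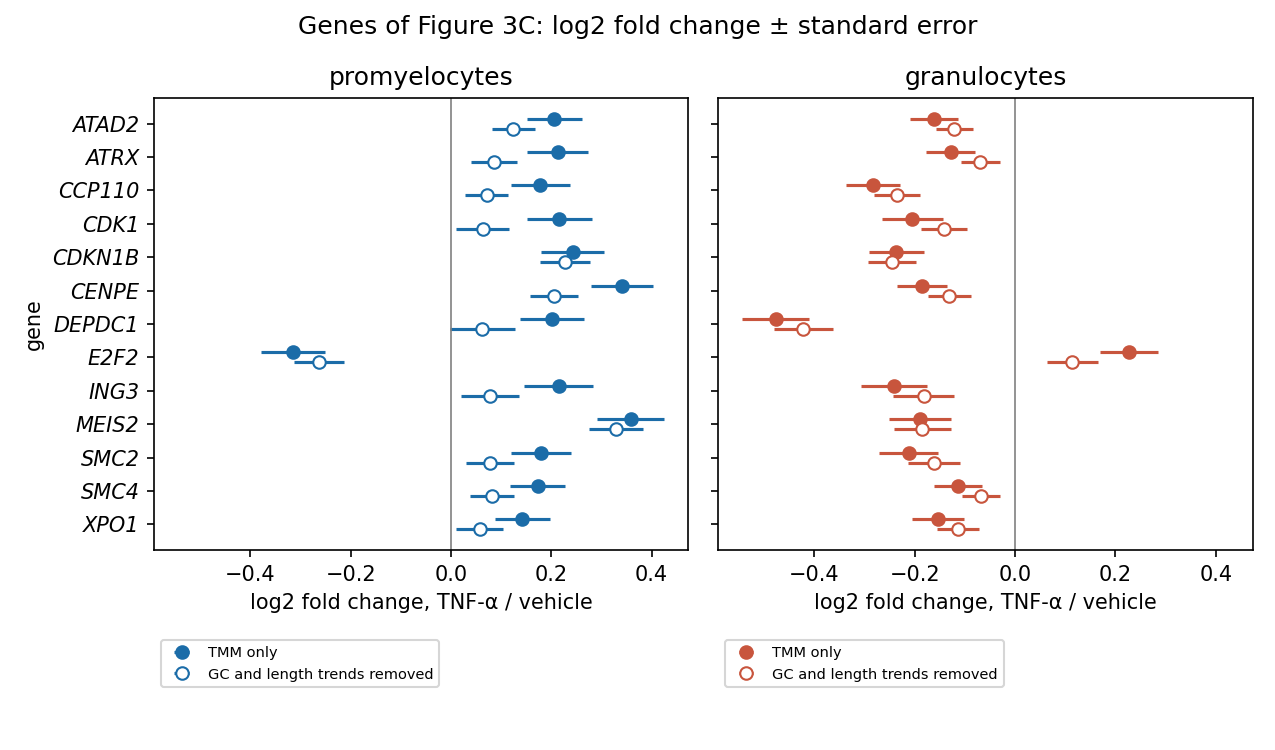
Log2 fold change with its standard error (horizontal axis) of the 13 genes of Figure 3C (vertical axis) in promyelocytes and granulocytes, with TMM normalization only (filled) and with GC content and length trends removed as well (open). Every gene keeps its sign, and the promyelocyte increases shrink for most genes, to 0.06 for CDK1.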

*CDK1* is included in both of these cell-cycle associated gene sets, and is considered sufficient to drive the mammalian cell cycle (Santamaría *et al.* 2007). As described above, the upregulation and downregulation of *CDK1* in promyelocytes and granulocytes respectively was confirmed by RT-qPCR (Supp table 2). The set of genes that was significantly expressed in opposite directions was also enriched for three terms, including mitotic chromosome condensation, within the GO database (Supp table 11). There was no enrichment for pathways within KEGG.

The inflammatory effects of TNF-α stimulation are shared by promyelocytes, but cell cycle repression and altered protein metabolism are TNF-α responses specific to granulocytes.

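Other lists whose response differed between the cell types were the NFKB targets (difference 0.86, limma camera adjusted p = 3.82e-13), reactive oxygen species genes (0.44, adjusted p = 5.03e-05), p53 targets (0.30, adjusted p = 0.0316), apoptosis genes (0.21, adjusted p = 0.0216) and oxidative phosphorylation genes (0.14, adjusted p = 0.0436). The oxidative phosphorylation difference was past the threshold in 2 of 5 other tests and settings (DESeq2's size factors 0.0847, fry 0.168, cameraPR 0.285) and in 7 of the 12 fits that left out a library. The apoptosis and p53 differences were past it in 4 of 5, with cameraPR the exception (0.285 and 0.152). Proteasome genes differed by 0.08 (adjusted p = 0.0858, past the threshold in 0 of 5 other tests and settings and in 4 of the 12 fits that left out a library), and by 0.15 with GC content and length trends removed (adjusted p = 0.0264). The paper reasons from the gene sets enriched among granulocyte-specific genes, and from finding none among promyelocyte-specific genes, that TNF-α changed cell cycle and protein processing genes in granulocytes and not in promyelocytes. It calls these changes specific to granulocytes.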

### Granulocytic differentiation increases transcript levels of TNF and TNF receptors

We set out to investigate how differentiation into the granulocytic form could modulate the TNF-α response, and identify similarities in the transcriptional changes that occur during differentiation and acute TNF-α treatment. We were unable to analyze transcriptional changes that occurred during differentiation, as promyelocytic and granulocytic cells were treated with TNF-α in separate experiments. In order to assess gene expression changes associated with differentiation we analyzed publicly available RNA-seq data of HL-60/S4 cells differentiated into granulocytes (with ATRA) and macrophages (with TPA). Principal component analysis of variance stabilized transcripts confirmed clustering by differentiation status (Supp figure 1C).

Consistent with previous reports (Mark Welch *et al.* 2017), this analysis confirmed that *TNF* expression was upregulated during differentiation into either granulocytic or macrophage forms of HL-60/S4 cells. The magnitude of *TNF* transcript upregulation was different in granulocytes (log_2_ fold change = 1.37) and macrophages (log_2_ fold change = 4.08) (Supp table 1). Differentiation also induced changes in the expression levels of the TNFRs. Consistent with previous observations (Mark Welch *et al.* 2017), *TNFRSF1A* gene expression was increased (log_2_ fold change = 0.87) after ATRA treatment, but there was no significant change in expression following TPA treatment. By contrast, *TNFRSF1B* gene expression was increased in both conditions (log_2_ = 1.59 and 3.30 following ATRA and TPA treatment, respectively). This observed increase in mRNA expression of *TNF* and both TNF-α receptors may be one explanation for why granulocytes have an enhanced transcriptional response to TNF-α, compared to promyelocytes.

We investigated whether TNF-associated genes were enriched for transcriptional changes associated with differentiation into the granulocytic or macrophage form. We performed a GSEA of the transcriptional changes associated with differentiation into the granulocytic and macrophage form (Figure 4). As described previously, genes associated with cell-cycle terms (*e.g.*, MYC targets and G2M checkpoint) were downregulated, while genes associated with inflammatory terms (*e.g.*, IFNγ response, inflammatory response, and indeed TNF-α signaling via NFKB) were upregulated in both differentiation experiments (Figure 4).

**Figure 4:**
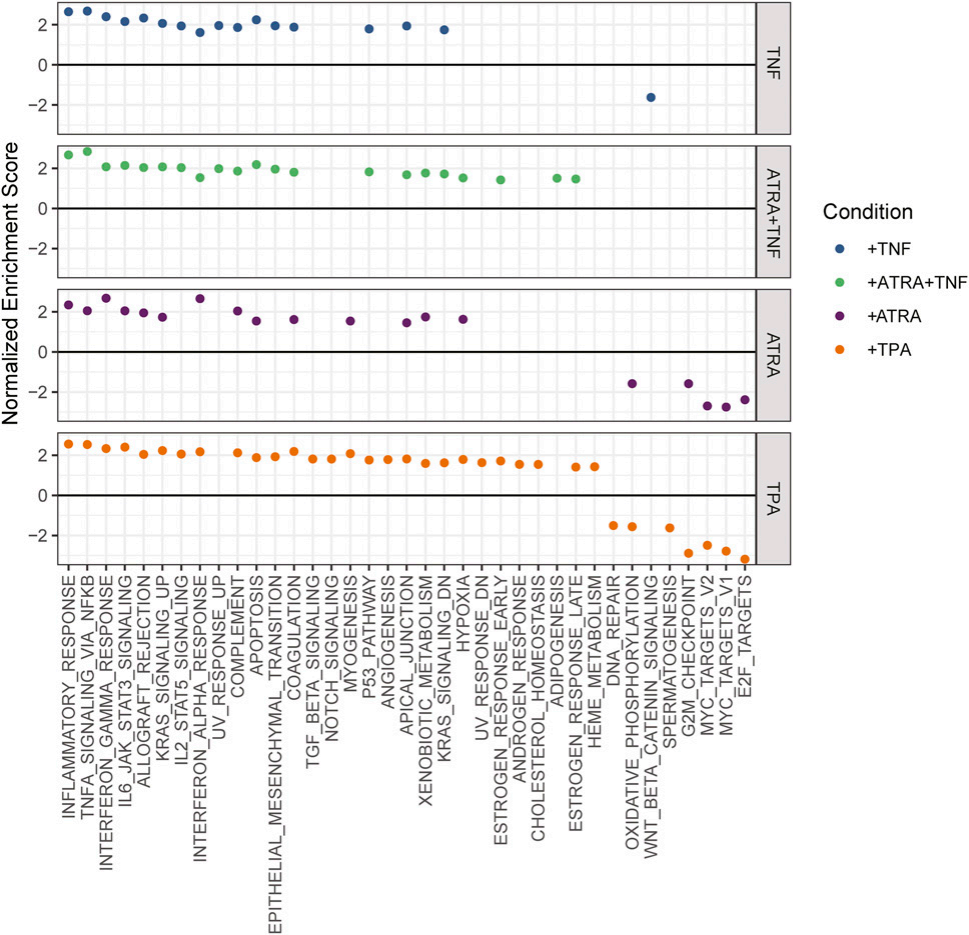
Transcriptional changes in promyelocytes differentiated into granulocytes with ATRA or macrophages with TPA, compared to TNF-α treatment of promyelocytes and granulocytes. Gene set enrichment analysis (GSEA) of genes represented in the MSigDB Hallmark gene sets [1]. All represented genes were ranked by Log2FC, with no significance cutoff. The x axis shows significantly enriched gene sets (FDR < 0.05), and the y axis is calculated from the proportion of genes in the leading edge out of the number of ranked genes, and out of the gene set size. All conditions were associated with upregulated inflammatory gene sets, and both differentiation conditions were associated with downregulation of cell cycle gene sets.

As shown in Welch *et al.* (Mark Welch *et al.* 2017), differentiation into either the granulocytic or macrophage form resulted in higher inflammatory gene expression and lower cell cycle rate.

### TNF-α treatment has more shared responses with TPA treatment than ATRA treatment

TNF-α treatment interacts with ATRA to augment differentiation of myeloid cells (Bruserud 2000; Witcher *et al.* 2003), but whether it enhances the differentiation into granulocytic cells or modifies the differentiation trajectory is unclear. We compared the transcriptional changes of TNF-α treated granulocytes with those associated with differentiation into granulocytes or macrophages.

Gene sets upregulated in TNF-α stimulated granulocytes and differentiated granulocytes or macrophages were enriched for ontological terms associated with hypoxia and xenobiotic metabolism. Notably, genes that were upregulated in promyelocytes treated with TNF-α did not show enrichment for these ontological terms. Notch signaling was upregulated only after TNF-treatment of promyelocytes or differentiation into macrophages. Intriguingly, both early and late estrogen response genes were upregulated in granulocytes treated with TNF-α, and macrophages, despite reports that TNF-α acts to oppose estrogen signaling in breast cancer (Lee and Nam 2008). Four terms were upregulated after TNF-α treatment of granulocytes and differentiation into macrophages: IL2 stat5 signaling, epithelial mesenchymal transition, apical junction, and KRAS signaling (genes downregulated by KRAS activation) (Figure 4).

To further compare the transcriptional changes that occur during differentiation into different cell types with the effects of TNF-α treatment, we assigned differentiation associated changes into four groups: 1) conserved; 2) granulocyte-specific; 3) macrophage-specific; and 4) opposite, *i.e.*, significantly upregulated in granulocytes and significantly downregulated in macrophages, or vice versa (Supp table 1). The first group consists of genes that significantly change expression levels in the same direction after differentiation into either the granulocytic from with ATRA, or the macrophage form with TPA. The second and third groups contain genes that are differentially expressed only after differentiation into granulocytes or macrophages, but not both. The fourth group represents genes that are differentially expressed after differentiation into granulocytes and macrophages, but are upregulated in granulocytes and downregulated in macrophages, or vice versa. We analyzed these groups of genes for enrichment of MSigDB gene sets, KEGG pathways, and GO terms. GSEA identified the response that is conserved during differentiation into granulocytes or macrophages as being characterized by pro-inflammatory cytokine associated gene sets (*i.e.*, IFNα, response, IFNγ response, TNF-α signaling via NFKB), and cell cycle associated gene sets (*i.e.*, G2M checkpoint, MYC targets, and mitotic spindle) (Figure 5A). This finding was consistent with what was observed as being enriched within the KEGG pathways and GO terms (Supp table 13,14).

**Figure 5:**
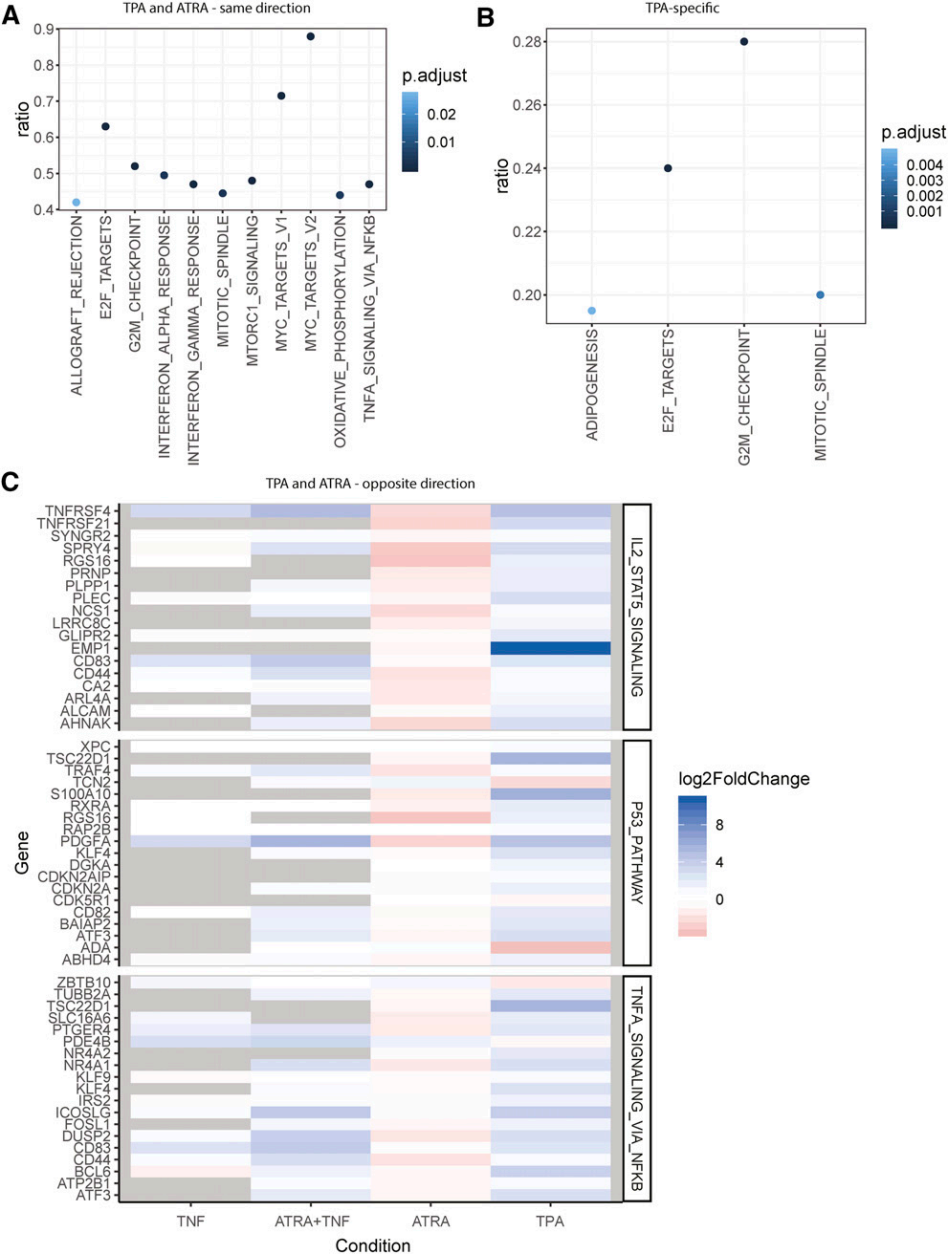
Gene set overrepresentation in differential expression subsets of promyelocytes differentiated into granulocytes or macrophages. A) Genes that were significantly differentially expressed in the same direction after differentiation were overrepresented in gene sets associated with inflammatory signaling and cell cycle. B) Genes that were only significantly differentially expressed in cells differentiated into macrophages with TPA were predominantly associated with cell cycle. C) Genes that were significantly differentially expressed in opposite directions were overrepresented in 3 gene sets: IL2 STAT5 signaling, p53 pathway, and TNF-α signaling via NFKB. A majority of genes in all categories increased expression after macrophage differentiation and in granulocytes treated with TNF-α, and decrease expression after granulocytic differentiation. Non-significant changes are indicated with gray. Point colour in (A) and (B) indicate the FDR adjusted p-value.

Genes that changed expression after differentiation into granulocytes, but not macrophages, were not enriched for MSigDB gene sets or GO terms, but they were enriched for three KEGG pathways related to protein processing (Protein processing in endoplasmic reticulum, ubiquitin mediated proteolysis, and proteasome; Supp table 15). In contrast, genes that changed expression after differentiation into macrophages, but not granulocytes, were enriched for several MSigDB gene sets related to cell cycle (Figure 5B, Supp table 16). Enriched KEGG pathways included metabolism and protein processing (*i.e.*, carbon metabolism and protein processing in endoplasmic reticulum), and the TNF-α signaling pathway (Supp table 17). Enriched GO terms included cell division, and terms related to RNA and protein regulation (*i.e.*, regulation of transcription, DNA-templated, translational initiation).

#### Convergence of transcriptional programs in macrophages and TNF-treated granulocytes:

There are many similarities between the behaviors of HL-60/S4 cells differentiated into granulocytes and macrophages. However, there are also notable behavioral differences that include macrophages exhibiting a decreased cell cycle rate, increased survival, and adhesion to both surfaces and other cells (Mark Welch *et al.* 2017).

We investigated the genes that were significantly differentially expressed with negatively correlated log2 fold changes after differentiation into granulocytes or macrophages – *i.e.*, in opposite directions. This gene set was enriched for the IL2/STAT5 signaling, p53 pathway, and TNF-α signaling MSigDB hallmark terms (Figure 5C). 91% of these genes (102/112) increased expression after macrophage differentiation, and decreased expression after granulocytic differentiation. 65% of these genes (70/112) significantly increased expression in granulocytes treated with TNF-α, while only 10% (12/112) significantly decreased expression (Figure 5C). 

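Figure 5C shows 50 different genes, some of them in more than 1 of its 3 gene sets, and 46 of them passed the expression filter in granulocytes. Of the 50 genes, 30 (60%) were increased by TNF-α in granulocytes and 6 (12%) decreased. The 50 genes were read from the figure and the paper's percentages use a larger total, so the percentages are not over the same set. By set, 9 of 18 genes of IL2 STAT5 signaling, 11 of 19 genes of the p53 pathway and 14 of 19 genes of TNF-α signaling via NFKB were increased. The number increased was 30 to 32 under the alternative settings that keep all libraries, except 28 with GC content and length trends removed, and 29 to 31 when each granulocyte library was left out. Adjusted over the 50 genes alone, 31 were increased and 7 decreased. In promyelocytes, 15 of the 50 were increased and 11 decreased.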

Six transcription factors (*ATF3*, *BCL6*, *FOSL1*, *KLF4*, *KLF9*, *NR4A1*) increased expression after macrophage differentiation and granulocytes treated with TNF-α, but decreased expression after granulocytic differentiation, which indicates a shared change in transcriptional programming. 

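In granulocytes treated with TNF-α, the log2 fold changes of the transcription factors were 2.14 for *ATF3* (standard error 0.230, edgeR adjusted p = 5.27e-10), 1.44 for *BCL6* (standard error 0.152, adjusted p = 3.49e-10), 1.05 for *FOSL1* (standard error 0.185, adjusted p = 1.01e-05), 0.94 for *KLF4* (standard error 0.204, adjusted p = 1.89e-04) and 0.43 for *KLF9* (standard error 0.108, adjusted p = 0.00106). All 5 were past the threshold in each of the 6 fits that left out a library. *NR4A1* did not pass the expression filter, with 1 to 3 counts in the vehicle-treated and 6 to 14 in the TNF-α treated libraries, which is at least 3.34-fold higher. Its adjusted p was 0.00667 without the filter and 0.0242 in DESeq2. In promyelocytes, *BCL6* (log2 fold change -1.13, adjusted p = 3.11e-04) and *KLF9* (-0.66, adjusted p = 9.62e-04) were decreased, and the other 4 were not past the threshold. All 6 had an interaction adjusted p under 0.05.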

*CD83*, which is a marker of transdifferentiation of neutrophils into a dendritic-type cell, increased in both TNF-α treated cell types (Iking-Konert *et al.* 2001, 2002). 

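*CD83* (chromosome 6, from 14117256 to 14136918) rose in promyelocytes from 12.7 ± 1.80 to 73.4 ± 0.579 CPM (SD, n = 3 libraries), a log2 fold change of 2.53 (standard error 0.0822, edgeR adjusted p = 7.21e-15). In granulocytes it rose from 5.30 ± 0.766 to 93.7 ± 3.30, a log2 fold change of 4.14 (standard error 0.0772, edgeR adjusted p = 7.68e-33). The increase was larger in granulocytes by 1.65 on the log2 scale (standard error 0.127, edgeR interaction adjusted p = 1.67e-10).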

Given that macrophages and dendritic cells are phenotypically similar (Hume 2008; Hashimoto *et al.* 2011), *CD83* could be considered a marker of macrophage transdifferentiation.

Collectively our analyses suggest that TNF-α alters the transcriptional profile in HL-60/S4 cells consistent with a transition from a granulocytic to macrophage phenotype. Consistent with previous observations (Bruserud 2000; Witcher *et al.* 2003), TNF-α modifies the differentiation trajectory away from the ATRA induced granulocytic phenotype, toward a macrophage-like phenotype.

## Discussion

TNF-α treatment causes dramatic changes in the transcriptional programs of both promyelocytic and granulocytic HL-60/S4 cells. In this study we found that ATRA and TPA directed differentiation or TNF-α treatment of differentiated HL-60/S4 cells resulted in canonical TNF-α responses involving NKFB signaling, inflammatory signaling, p53 and apoptosis. Due to the reduced proliferation of granulocytic HL-60/S4 cells (Mark Welch *et al.* 2017) we expected differential cell cycle effects of TNF-α treatment (Darzynkiewicz *et al.* 1984; Baxter *et al.* 1999). Previous work has shown increased proliferation in quiescent cells, while proliferating cells exhibited increased apoptosis after TNF-α treatment (Baxter *et al.* 1999). In contrast, we saw evidence of cell cycle repression in granulocytes, particularly at mitotic entry, while proliferating promyelocytes had an increase in cell cycle progression markers such as *CDK1* (Santamaría *et al.* 2007).

There are several factors that could explain the different responses of promyelocytes and granulocytes to TNF-α. First, granulocytes have increased levels of endogenous TNF-α production. Not only does this increase the total TNF-α the cells are exposed to, but endogenously produced TNF-α is membrane-bound prior to processing (Horiuchi *et al.* 2010). The transmembrane and soluble forms of TNF-α have different effects (Kadijani *et al.* 2017), possibly due to the activation of different TNFRs. Membrane-bound TNF-α can activate both TNFR1 (*TNFRSF1A*) and TNFR2 (*TNFRSF1B*), but soluble TNF-α can only activate TNFR1 (Grell *et al.* 1995). Granulocytic cells have higher levels of endogenous *TNF* expression (therefore, likely higher levels of transmembrane TNF-α) and concurrently higher levels of both *TNFRSF1A* and *TNFRSF1B* gene expression (Theilgaard-Mönch *et al.* 2005). It has been previously proposed that increased levels of TNFR2 in granulocytic HL-60 cells explain their resistance to TNF-α induced apoptosis (Vondrácek *et al.* 2001). Thus, it may be not just the increased levels of receptors, but the ratio of TNFR1 to TNFR2 that determines the ultimate response to TNF-α.

The TNFR1 and TNFR2 receptors have uniquely stimulated pathways (Maney *et al.* 2014; Siegmund *et al.* 2016), however, the two receptors also interact to produce a context specific TNF-α response (Defer *et al.* 2007; Naudé *et al.* 2011). Therefore, manipulating exogenous and endogenous levels of TNF-α or changing the ratio of the TNFR1 and TNFR2 receptors will provide greater insight into the phenotypic consequences of TNF-α treatment. Based on our data, we predict a dose dependent effect of total TNF-α on gene expression, whereby a low level of TNF-α is sufficient to induce regulation of the set of genes seen in the promyelocyte response, while higher levels of TNF-α are required to repress cell cycle. However, cell cycle repression likely also requires the presence of additional factors (*e.g.*, TNFR-associated factors (Wicovsky *et al.* 2009)) that are expressed during differentiation of the HL-60/S4 cells into the granulocytic form.

A reduction in the expression of cell cycle genes at the population level indicates a change in the proportion of cells at different stages of the cell cycle. Due to the massive transcriptional changes that occur during the progression through cell cycle (Peña-Diaz *et al.* 2013; Boström *et al.* 2017; Liu *et al.* 2017a, 2017b), this may obscure other gene regulatory programs that are associated with alterations to cell function. Despite this limitation, we found evidence of a subset of TNF-α-regulated genes that were upregulated in TNF-treated granulocytes and following macrophage differentiation, but downregulated after granulocytic differentiation. These genes encoded a suite of transcription factors, and the dendritic cell surface marker CD83. Neutrophils that take on characteristics of antigen-presenting cells are often characterized by increased levels of CD83 (Iking-Konert *et al.* 2001, 2002), suggesting that TNF-α may be stimulating transdifferentiation. This is not unprecedented, as there is evidence that neutrophils have phenotypic plasticity (Takashima and Yao 2015), and that TNF-α can stimulate transdifferentiation (Bachem *et al.* 1993; Li *et al.* 2011; Nishikawa *et al.* 2013). However, further functional characterization of TNF-α-treated granulocytic HL-60/S4 cells is required to confirm this hypothesis.

A large-scale TNF-α response experiment treating many different cell types at various stages of differentiation would allow a network analysis of the transcriptional responses and annotation-free pathway discovery (Lu *et al.* 2017; Liu *et al.* 2018). This would provide data to test our hypothesis that total TNF-α exposure correlates with repressive effects on the cell cycle. If this experiment were performed with single cell RNA-sequencing it would also enable the investigation of how individual TNF-α responses result in population-wide changes in cell cycle gene expression. For instance, do all cells respond to TNF-α stimulation with cytokine production, G2/M arrest, and apoptosis, or is there a heterogeneous response between different cells in a population? Moreover, single cell data would allow us to adjust for the cell cycle transcriptional effects, and identify differences that were previously masked by the population structure of unsynchronized cells.

Despite being one of the most highly studied genes in the human genome (Dolgin 2017), the complex signaling (Sedger and McDermott 2014) and context dependent effects (Darzynkiewicz *et al.* 1984; Rauert *et al.* 2011; Siegmund *et al.* 2016) of TNF-α mean that much of its biology remains unknown. With the increasing accessibility of modern sequencing technologies and gene editing, high-throughput investigations of the TNF-α response and signaling will yield new results that enable the contextualization of TNF-α in cancer and immunology.

## Conclusion

HL-60/S4 cells show a conserved set of core responses to TNF-α treatment irrespective of the differentiation state of the cell. This is expected, since functional annotations represent canonical pathways and responses. However, granulocytes are more responsive to TNF-α, possibly due to priming from increased endogenous *TNF* expression, and increased levels of TNF-α receptors. Transcriptional changes indicate that TNF-α treatment represses cell cycle progression in granulocytes, but has the opposite effect on promyelocytes. This effect may be sensitive to the sum total of the exogenous and endogenous TNF-α levels. Finally, comparisons of transcriptional changes during differentiation and TNF-α treatment suggest that TNF-α treatment of granulocytes pushes them toward a macrophage transcriptional program. The context specific effects of TNF-α are likely mirrored in other models of innate immune signaling, and may contribute to the disparities seen between *in vitro* and *in vivo* studies of innate immune signaling.

How the deposited data were processed for this re-analysis (not part of the article)

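RNA of the HL-60/S4 cell line was sequenced in 12 libraries, 3 for each of 4 groups: promyelocytes with vehicle, promyelocytes with TNF-α, granulocytes with vehicle and granulocytes with TNF-α. TNF-α was given at 16 ng/mL for 2 h, and granulocytes had been differentiated with 1 µM ATRA for 96 h. The promyelocyte and granulocyte experiments were run separately, so a difference in level between the cell types cannot be told apart from a difference between the experiments, and none was tested. Differences between the responses were tested, but they too are confounded with the experiments. Libraries were assigned to groups from their titles and labels and from the table of libraries in the paper.

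The authors removed ribosomal RNA, sequenced paired ends, aligned the reads with STAR and counted the read pairs on each gene with featureCounts, and they deposited these raw counts without normalization. According to the command line kept in the file, counting used primary alignments only, pairs with both ends mapped and not chimeric, and the reverse strand (option 2). The table holds 58288 genes. Gene symbols were added from the reference annotation for 57577 identifiers, and 711 identifiers had none. Read pairs that fall on the exons of more than one gene of the same strand are left out by featureCounts by default. The public differentiation data that the paper compares with were not analysed here, nor were the RT-qPCR measurements.

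Library totals ranged from 22829189 to 31895061 read pairs, with a median of 28233190. At these depths 3 counts, the floor used here, stand at 0.0941 to 0.131 CPM. Floors cover counting error only, and the precision of a comparison is set by 3 libraries per group. Where all libraries of a group were at or under the floor, the fold was computed against the floor and is given as a lower bound. For these folds the floor was on the TMM scale, 0.110 CPM in promyelocytes and 0.115 CPM in granulocytes.

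Each cell type was fitted alone with edgeR 4.0.16 in R 4.3.3: TMM normalization, the filterByExpr filter (minimum count 10, minimum total 15), the quasi-likelihood fit and test, and Benjamini-Hochberg adjustment with a threshold of 0.05. Standard errors were derived from the log2 fold change and the F statistic. Log2 fold changes use edgeR's prior count of 0.125. Normalized counts (CPM) are counts scaled to TMM library sizes, given as mean and SD of 3 libraries. The difference between the responses was tested as the interaction in a fit of all 12 libraries with 4 groups. Overlaps were compared with 100000 random draws of gene labels among genes tested in both cell types, correlations across genes were tested with 100000 permutations, and ratios of increased to decreased genes were tested with an exact binomial test. Principal components were computed from DESeq2's variance-stabilized counts (500 most variable genes).

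Gene lists were tested with camera of limma 3.58.1 (inter-gene correlation 0.01), with adjustment over the 14 lists in each contrast. The lists are 12 hand-written lists and the S-phase and G2/M-phase lists of Seurat 5.3.0, and lists with fewer than 5 genes tested would have been left out. The shift of a list is the mean log2 fold change of its genes minus that of all other genes. Over-representation of the lists in the groups of genes was tested with one-sided Fisher's exact tests, which were added after the data had been seen. The MSigDB, KEGG and GO sets of the paper were not used here.

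The genes named in the text were chosen by a rule set beforehand: every gene the paper names for the TNF-α response in its text, Figure 3C or Figure 5C; in each cell type, the 5 largest increases and the 5 largest decreases among changed genes with a mean log2 CPM of at least 1 and no overlap between the groups; and the 5 genes with the smallest interaction p among genes changed in opposite directions.

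Alternative settings fixed beforehand were DESeq2's size factors in the edgeR fit, no expression filter, DESeq2 1.42.0 in its default form, the replicate number as a block, all 12 libraries in 1 fit, counts thinned to the smallest library, a threshold of 0.01, and leaving out each library in turn. For the gene lists they were fry, cameraPR, the block, the size factors and random lists matched on expression. Alternatives added after the data had been seen were the removal of each library's trends with GC content and gene length, by offsets in the edgeR fit, and wider backgrounds for the overlap. The fitted trends include a constant for each library, so their removal also re-centres each library after TMM.

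The procedure was tested on simulated data. With 200 changed genes put into simulated promyelocyte counts, 196 (98.0%) were recovered with 16 false calls (7.55% of the calls), and in granulocyte counts 199 (99.5%) with 8 false calls (3.86%). The simulated changes were larger than the medians among increased genes of the data, 0.45 in promyelocytes and 0.50 in granulocytes. Only well-counted genes were changed, and far fewer than the 14.8% and 49.2% called in the data. The recovery does not cover small changes such as those of the Figure 3C genes. The GC correction was tested on counts with a simulated GC bias: 5349 of 5543 calls were false without it and 10 of 204 with it, and 194 of the 200 changed genes (97.0%) were recovered either way. The simulated trend of log2 fold change with GC content was stronger than in promyelocytes (Spearman's rho -0.884 against -0.259). Its changed genes were chosen without regard to GC content. The simulation therefore cannot show whether the correction also removes a response that follows GC content. Tables were handled with data.table 1.17.8, Python 3.11.15 and numpy 2.4.6, and plots drawn with matplotlib 3.10.9.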

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

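The tests of GC content by library, of the opposite genes and of the Figure 3C genes with GC content and length trends removed were chosen after the other results had been seen. The remaining tests were set before their results were seen.

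The size of the TNF-α response differed between the cell types for 4351 genes in the interaction test, 2561 with a higher and 1790 with a lower log2 fold change in granulocytes. In this joint fit the median log2 fold change was -0.0330 in promyelocytes and 0.0095 in granulocytes. It was -0.0094 and -0.0047 in the separate fits, so normalization may add to the excess of higher values. The paper does not report a test of the difference between the responses. The count of 4351 genes was compared with the 16 pairs of splits in which each split parts the same-numbered libraries of its experiment: 2 of the 16 pairs gave as many genes. The other pair, with 4685 genes, keeps the real granulocyte split, as do the pairs with 3937 and 2961 genes, while pairs that keep only the real promyelocyte split gave 28 to 83. The 9 pairs that keep neither real split gave 0 genes, with up to 1244 at an unadjusted p under 0.05. Pairs that keep the real granulocyte split give many genes by construction, since the other response is then small. With 16 pairs a share under 0.05 was out of reach, so by this count alone the interaction cannot be told apart from the grouping of the libraries. Within each experiment, 1 of the 4 splits that part the same-numbered libraries gave as many changed genes as the real one, the real one itself, in promyelocytes and likewise 1 of 4 in granulocytes. All 9 other splits of each experiment, including those that part fewer same-numbered libraries, gave 0 genes past the threshold, with up to 1072 genes at an unadjusted p under 0.05 in promyelocytes and up to 287 in granulocytes. Each of these splits still sets 2 TNF-α libraries against 1. That leaves part of the response between its groups and raises the spread within them.

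Technical explanations were tested for the larger number of changed genes in granulocytes. A difference in library size was tested by thinning every library to the smallest total, which left the ratio of changed genes at 3.59. Less spread between the granulocyte replicates was tested by adding noise until their spread equalled that of the promyelocytes (coefficient of variation 0.0673), which left 7437 changed genes and a ratio of 3.09. A few genes taking most of the counts was tested by removing the 100 genes with the most counts, which left a ratio of 3.45. None of these 3 brings the ratio near 1. Differences between the separate experiments, such as cell density, could not be tested.

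In opposite directions, 184 genes were changed with an interaction past the threshold, which their selection for opposite changes made likely. Of the 16 pairs of splits, 1 gave as many such genes, the real pair, and the other pairs gave 0, with up to 362 at unadjusted p-values under 0.05 in both cell types. The other pairs could give only 0, since such genes must pass the threshold in both cell types and every other split had 0 changed genes, so this comparison does not test the result. With GC content and gene length trends removed, 183 genes were of opposite sign, 116 of them among the 184, so the number held while the membership changed in part. The 5 genes with the smallest interaction p are not discussed by the paper. The difference of the log2 fold changes was 3.72 for *RAB7B*, -1.46 for *DOCK10*, 2.13 for *KITLG*, 1.88 for *JDP2* and 1.56 for *DUSP3*. *DOCK10*, *KITLG*, *JDP2* and *DUSP3* were past the threshold in each cell type in every fit that left out a library. *RAB7B* was increased by 3.45 in granulocytes, but its decrease in promyelocytes was -0.24 (adjusted p = 0.0366) and was past the threshold in 2 of 6 such fits. The adjusted p of that decrease ranged from 0.0114 without the filter to 0.0678 with the replicate block over the alternatives with all libraries.

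The responses of 7 of the 14 gene lists differed between the cell types, among them the G2/M-phase list, which was lower in granulocytes by -0.24. For this list, 2 of the 16 pairs of splits gave a shift as far from 0. The other pair had a shift of -0.26 and keeps the real granulocyte split. The list did not move in promyelocytes (-0.00443), so pairs that keep the real granulocyte split give about the same shift by construction (-0.22 to -0.26). Within granulocytes the shift was -0.25 in the real split and at most 0.0987 from 0 in the 9 other splits. Among the 9 pairs that keep neither real split, the unadjusted p of the list was under 0.05 in 4, with 0.00346 the lowest. GC content and gene length were tested by removing the part of the edgeR interaction statistic that follows them, and limma's camera on the remainder gave p = 1.65e-05 (n = 52 genes on the list). A difference in library size was tested by thinning, which left an adjusted p of 2.24e-05. With 16 pairs a share under 0.05 was out of reach here too, so the count of pairs alone does not separate the result from the grouping of the libraries. Gene lists past the threshold, the count of 4 in promyelocytes, was reached by 2 of the 4 splits that part the same-numbered libraries, and the count of 6 in granulocytes by 1 of 4, the real one. Over all 9 other splits, 1 to 7 lists were past the threshold in promyelocytes and 1 to 6 in granulocytes, where 2 splits that part fewer same-numbered libraries also reached 6. All of these splits keep part of the TNF-α response, so strongly shifted lists can pass in them. They do not show how many lists, or what G2/M shift, would arise without a response.

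All 13 genes of Figure 3C responded differently in the cell types, and so did 33 of the 50 genes of Figure 5C. For the Figure 3C genes, GC content and gene length were tested by removing their trends from each library: 10 of the 13 kept opposite signs and an interaction past the threshold, and *SMC4* (interaction adjusted p = 0.0553), *CDK1* (0.0829) and *ATRX* (0.0546) did not. These genes were chosen by the paper from the same libraries for their opposite change, so their interaction tests show no stability. *TNF* responded more strongly in granulocytes by 0.63 (standard error 0.112, edgeR adjusted p = 1.13e-04) and *CD83* by 1.65. No technical explanation was tested for these genes alone.

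GC content followed the fold changes with opposite signs in the cell types. Across genes, Spearman's rho between the log2 fold change and GC content was -0.259 in promyelocytes and 0.145 in granulocytes. GC bias that varies between libraries was tested by correlating each library's expression, relative to its experiment, with GC content. The correlations of the 3 promyelocyte TNF-α libraries spanned a range of 0.498, which is larger than the difference between the promyelocyte treatment groups (-0.309). GC bias between libraries may therefore account for the pattern in promyelocytes, and a biological difference between GC-poor and GC-rich genes cannot be told apart from it there. In granulocytes the ranges within the groups (0.206 with TNF-α and 0.171 with vehicle) were smaller than the difference between them (0.239), and every TNF-α library lay above every vehicle library, so this test does not show such a bias as the source in granulocytes. Among the 13 genes of Figure 3C, with a median GC content of 38.1%, the promyelocyte increases were called for 11 genes without and for 3 genes with the GC correction.

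Signals that the paper does not discuss appeared among the largest changes. In promyelocytes, *EBI3* was at least 62.9-fold higher with TNF-α (0 to 3 counts in the vehicle libraries), and the log2 fold change was 7.10 for *TNFAIP6*, 6.28 for *CD40* and 6.22 for *ICAM1*. The vehicle libraries held 1 to 4 counts for *TNFAIP6* and 2 to 8 for *CD40*, so these folds rest on few counts. The decreases were -1.74 for *NFE2*, -1.74 for *LPAR5* and -1.72 for *TNFRSF12A*. In granulocytes, the log2 fold change was 8.48 for *EBI3*, 8.45 for *SLC2A6* and 8.38 for *IL1RN*, with 0 to 6 counts in the vehicle libraries of these 3 genes, and *ADAM7-AS1* was at least 109-fold higher. The decreases were -4.10 for *ADORA3*, -3.30 for *KIT*, -3.13 for *FCAMR*, -3.08 for *MPPED1* and -3.04 for *LINC02701*. *ADORA3* shares exons on the same strand with *TMIGD3*, so its value is uncertain. No further explanation was tested for these genes.

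Among the largest decreases in promyelocytes were the 5.8S ribosomal RNA genes *RNA5-8SN3* (-2.82) and 5_8S_rRNA (-2.67), near-identical copies whose reads are not separable, so these values are uncertain. Uneven removal of ribosomal RNA between libraries was tested by the spread of the ribosomal RNA share. The 3 vehicle-treated promyelocyte libraries spanned 2.83 on the log2 scale, more than the difference of 2.39 between the promyelocyte groups. Uneven removal is therefore a likely explanation, and a response to TNF-α cannot be told apart from it.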

How the results depend on the processing

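No test of a cause was chosen for this part, and the cause was not tested for any of the changes below. The alternatives were set before the data were examined, except the removal of GC content and length trends and the wider backgrounds for the overlap, which were chosen after seeing the data. "Kept" means the same direction and side of the threshold, or for a count a value within 1.5 times.

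The numbers of increased and decreased granulocyte genes, the squared correlation of shared genes and the increased genes of Figure 5C kept under every alternative run. Shared genes over chance stayed above 1 under every alternative run, but their ratio ranged from 1.54 to 2.32 over the alternatives with all libraries that were set beforehand, and was 2.93 and 3.35 with the wider backgrounds. DESeq2's size factors moved the share of increased genes by less than 1 point.

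A threshold of 0.01 gave 864 increased and 574 decreased promyelocyte genes, a squared correlation of 0.233 for granulocyte-only genes, 74 opposite genes, 2843 interaction genes and a promyelocyte-specific ratio of 1.04. Without the filter, the slope was 1.07, the squared correlation of promyelocyte-only genes 0.161, the promyelocyte-specific ratio 1.09 and the log2 fold change of *RGS16* in granulocytes -0.0032. With all 12 libraries in 1 fit, the slope was 1.09, the promyelocyte-specific ratio 0.623 and the granulocyte-specific ratio 1.00. DESeq2 gave ratios of 1.14 (promyelocyte-specific) and 0.955 (granulocyte-specific), and its size factors alone 1.02 (promyelocyte-specific). The replicate block left 119 opposite genes. Same-numbered libraries were not more alike (residual correlations -0.0845 and -0.0486), so the block tests another model rather than a weaker effect. On log2 CPM of all tested genes, the treatment explained 99.1% of the leading component in promyelocytes.

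With GC content and length trends removed, the conserved ratio was 1.02 (exact binomial p = 0.651), *RGS16* in granulocytes -0.0667, and the shifts of endoplasmic reticulum and histone genes in granulocytes 0.0321 and -0.0760. In the difference between cell types, the shifts were 0.00145 for interferon response, 0.0623 for endoplasmic reticulum and -0.0144 for histone genes. This setting also re-centres each library, so the ratio and *RGS16* do not reflect GC content and length alone.

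For gene lists, fry put 11 lists past the threshold in granulocytes. The direction that fry gives is written here as the sign put on the absolute mean log2 fold change of a list. It was opposite to that of the shift for endoplasmic reticulum (0.00721) and G2/M-phase genes (0.0122) in promyelocytes. In granulocytes it was opposite for WNT (0.14) and endoplasmic reticulum genes (0.0274). In the difference it was opposite for WNT (0.00137) and endoplasmic reticulum genes (0.0586). For WNT genes in granulocytes the mean log2 fold change itself was -0.14, the same sign as the shift. Only fry's direction differed there. The cameraPR test put 3 lists past the threshold in the difference: NFKB targets, reactive oxygen species and notch signaling. Notch signaling was not past it in the main test.

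Leaving out each library in turn gave 653 to 1160 decreased promyelocyte genes, a ratio of changed genes of 3.07 to 5.22, a slope of 1.04 to 1.16, 104 to 252 opposite genes and a promyelocyte-specific ratio of 0.898 to 1.10. Log2 fold changes in granulocytes ranged from -0.21 to 0.10 for *CDK5R1* and from -0.46 to 0.54 for *RGS16*. Shifts in promyelocytes ranged from -0.0217 to 0.0523 (reactive oxygen species), -0.0344 to 0.0124 (endoplasmic reticulum), -0.0992 to 0.0179 (oxidative phosphorylation), -0.140 to 0.0231 (histone) and -0.0304 to 0.00918 (G2/M phase). Shifts in the difference ranged from -0.145 to 0.0809 (interferon response), -0.198 to 0.0525 (WNT), -0.0384 to 0.01996 (endoplasmic reticulum) and -0.000179 to 0.167 (histone).

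Of 575 other values for named genes, 545 kept, 26 became weaker, 2 stronger and 2 reversed, and of 690 values with a library left out, 622 kept, 58 became weaker, 5 stronger and 5 reversed. For gene lists, 216 of 252 kept, 11 became weaker, 14 stronger and 11 reversed, and with a library left out 300 of 336 kept, 6 became weaker, 11 stronger and 19 reversed.

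Depth limits genes near 3 counts: *NR4A1* in granulocytes and *VCAM1* in vehicle-treated promyelocytes. *IL6* had at most 5 counts in any vehicle library and did not pass the filter. Without the filter its adjusted p was 0.288 in granulocytes and 0.870 in promyelocytes, and DESeq2 gave 0.326 in granulocytes.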

Differences from the paper's values

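No test in this part was chosen to explain a difference, and no cause is named.

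The overlap of changed genes was 1.53 times that expected by chance, against the paper's 2.5. Of the alternatives set before the data were examined, no filter (2.32), a threshold of 0.01 (1.97), all 12 libraries in 1 fit (1.69), the replicate block (1.68) and leaving out the vehicle granulocyte replicate 2 (1.68) came within a factor of 1.5 of the paper's value. DESeq2 (1.65), DESeq2's size factors (1.54), thinned counts (1.54) and the other fits that left out a library (1.47 to 1.66) did not. With a background of all genes with a read, chosen after seeing the values, the ratio was 2.93 with edgeR and 3.35 with DESeq2.

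The ratio of increased to decreased conserved genes was 1.44, against the paper's 3. None of the alternatives set before the data were examined closed the gap: they ranged from 1.15 to 1.85, and from 1.41 to 1.88 with each library left out.

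The paper states that TNF-α increased more genes than it decreased in granulocytes. Here 4135 genes were increased and 4209 decreased. More genes were increased than decreased with DESeq2 (3647 and 3403), with DESeq2's size factors (50.3% increased), with all 12 libraries in 1 fit (51.7%), at a threshold of 0.01 (50.3%), and in each of the 6 fits that left out a granulocyte library (3734 to 4044 increased, 3639 to 4001 decreased). This was not so without the filter (49.2%), with the replicate block (49.7%), with thinned counts (49.8%) or with GC content and length trends removed (42.6%), the last chosen after seeing the data. In promyelocytes the statement held with 55.1% of changed genes increased, but not with all 12 libraries in 1 fit (46.6%) or with GC content and length trends removed (48.8%), the latter chosen after seeing the data. The fit of all 12 libraries and the removal of these trends also move the median log2 fold change.

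The paper shows *XPO1* increased in promyelocytes (Figure 3C). Its adjusted p here was 0.0954, and DESeq2 calls it with an adjusted p of 0.0249, as does adjustment over the 13 genes of the figure alone. The paper lists *NR4A1* as increased in granulocytes. It did not pass the expression filter here, and it was past the threshold without the filter (adjusted p = 0.00667) and in DESeq2 (adjusted p = 0.0242).

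For gene sets the lists differ from those of the paper. The paper reports hypoxia genes as upregulated in granulocytes, where the hand-written list was shifted by -0.13 (adjusted p = 0.304), and downward in every alternative run. It reports WNT and beta-catenin genes as downregulated in promyelocytes, where the list was shifted by -0.07 (adjusted p = 0.780). It reports notch signaling as upregulated by TNF-α only in promyelocytes in its comparison with differentiation (Figure 4), where the list was past the threshold in granulocytes (0.78, adjusted p = 0.0301) and not in promyelocytes (0.34, adjusted p = 0.346). In its Figure 2 the paper also reports notch signaling among the terms upregulated in granulocytes, and there the list does not differ. The fry and cameraPR tests put this list past the threshold in promyelocytes as well (adjusted p = 0.0435 and 0.00248), and with GC content and length trends removed, chosen after seeing the data, it was past the threshold in neither cell type (0.0911 in granulocytes). It reports cell cycle and endoplasmic reticulum protein processing genes as over-represented among granulocyte-specific genes, where the G2/M-phase and endoplasmic reticulum lists each had an adjusted p of 0.0931 and the S-phase list (18 of 43 genes) one of 0.599 in Fisher's exact test.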

Other observations

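The tests in this part were set before their own results were seen; the wording that names the pattern of genomic span was changed afterwards, with its prediction left as it was, and the reading of the test of measurement error was changed afterwards to one that leaves the question open.

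Receptor transcripts fell in both cell types. The log2 fold change of *TNFRSF1A* was -0.48 in promyelocytes (edgeR adjusted p = 6.61e-06) and -0.41 in granulocytes (edgeR adjusted p = 1.26e-08), and that of *TNFRSF1B* -0.46 (adjusted p = 2.98e-04) and -0.34 (adjusted p = 1.60e-06). The difference between the cell types was not past the threshold for either (interaction adjusted p = 0.354 and 0.266). For both genes every TNF-α library lay below every vehicle library in each cell type.

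Among long non-coding RNA genes, 103 were increased and 64 decreased in promyelocytes (7.26% of 2300 tested), and 358 increased and 514 decreased in granulocytes (34.04% of 2562). The shares of changed protein-coding genes were 18.5% and 57.0%. The gene types were not matched on expression, so these shares do not show that long non-coding RNA genes respond less.

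The low correlation of granulocyte-only genes may reflect measurement error in the promyelocyte fold changes. Corrected for the reliability of both fold changes, the squared correlation rose from 0.153 to 0.485, below the 0.712 of the shared genes corrected the same way. The groups were chosen by whether they passed the threshold (median absolute promyelocyte log2 fold change 0.11 for granulocyte-only and 0.43 for shared genes), which builds in a gap, so the low correlation cannot be told apart from measurement error by this correction.

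A further hypothesis was that 2 h of treatment favours genes that are quickly transcribed, so that increased genes would span less of the genome than decreased genes. In granulocytes, increased genes had a median span of 22575 bases and decreased genes 33569 (permutation p = 1e-05, the smallest that 100000 permutations can give), in the direction of the time needed to transcribe a long gene. In promyelocytes the order was reversed, with 34102.5 for increased and 26184 for decreased genes (permutation p = 3.2e-04). Unchanged genes had shorter median spans than increased genes, 12064 bases in granulocytes and 17709 in promyelocytes. The time needed to transcribe a long gene may contribute to the order of increased and decreased genes in granulocytes. It does not account for the shorter spans of unchanged genes, and it is not a common explanation for both cell types. Genes are not independent replicates, and genomic span may go with GC content, which was not tested.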
